# *Bifidobacterium longum* subsp. *infantis* utilizes human milk urea to recycle nitrogen within the infant gut microbiome

**DOI:** 10.1080/19490976.2023.2192546

**Published:** 2023-03-26

**Authors:** Xiaomeng You, Asha Rani, Ezgi Özcan, Yang Lyu, David A. Sela

**Keywords:** Microbiota, human milk, urea, bifidobacteria, nitrogen metabolism

## Abstract

Human milk guides the structure and function of microbial commensal communities that colonize the nursing infant gut. Indigestible molecules dissolved in human milk establish a microbiome often dominated by bifidobacteria capable of utilizing these substrates. Interestingly, urea accounts for ~15% of total human milk nitrogen, representing a potential reservoir for microbiota that may be salvaged for critical metabolic operations during lactation and neonatal development. Accordingly, *B. infantis* strains are competent for urea nitrogen utilization, constituting a previously hypothetical phenotype in commensal bacteria hosted by humans. Urease gene expression, downstream nitrogen metabolic pathways, and enzymatic activity are induced during urea utilization to yield elevated ammonia concentrations. Moreover, biosynthetic networks relevant to infant nutrition and development are transcriptionally responsive to urea utilization including branched chain and other essential amino acids. Importantly, isotopically labeled urea nitrogen is broadly distributed throughout the expressed *B. infantis* proteome. This incisively demonstrates that the previously inaccessible urea nitrogen is incorporated into microbial products available for infant host utilization. In aggregate, *B. infantis* possesses the requisite phenotypic foundation to participate in human milk urea nitrogen recycling within its infant host and thus may be a key contributor to nitrogen homeostasis early in life.

## Introduction

Commensal microbiota colonize the postnatal infant gastrointestinal tract (GIT) to participate in gut tissue maturation, interconnected metabolic operations, immunological development, and other functions that contribute to host homeostasis. ^1^ In addition to direct nourishment of the infant, exogenous molecules dissolved in milk interact with autochthonous microbial populations along the GIT to modulate host physiology. Accordingly, infant-indigestible human milk glycans,^2^ and potentially other solutes such as peptides,^3^ dictate the form and function of the infant gut microbiome. In turn, compounds derived from microbial metabolism (e.g. vitamins, organic acids, antimicrobials, etc.) provide resources during the rapid growth experienced during early infant development.^4^

Specific bifidobacterial lineages have evolved to colonize the nursing infant GIT and thus are often abundant within this environment.^5^ Microbiologically-active molecules secreted in human milk enhance bifidobacterial fitness relative to competing genera.^2,6^ These milk-microbial-infant interactions are exemplified by the human milk oligosaccharides (HMOs). Rather than contributing directly to infant nutrition, HMOs transit intact to the colon and are metabolized by select bifidobacterial populations to accumulate biomass and generate ATP.^6,7^ *Bifidobacterium longum* subsp. *infantis* (*B. infantis*) efficiently metabolizes HMOs as a sole carbon source which is currently understood to be an exceedingly rare population-level phenotype. The innovation of this nutritive strategy is likely the consequence of co-evolution between *B. infantis*, their infant host, and human milk provided by the mother.^6,8^

Carbohydrates localized to the GIT are acquired exogenously from diet, decorate apical epithelial surfaces, and are secreted in glycoconjugate macromolecules (e.g. mucins).^9^ To date, carbon metabolism within the microbiome has received the greatest scientific scrutiny in characterizing diet-host-microbial systems.^10^ This focus has considerably resolved the role of fermentative microbes within their ecological niche. As a result, bifidobacterial physiology is almost fully understood as a function of carbohydrate metabolism.^11^ Nitrogen metabolism within the microbiome, in contrast, remains relatively underexplored in integrating infant nutrition with commensal biology and attendant ecological interactions.

Protein incorporates the primary dietary nitrogen delivered in human milk (0.9–1.2 g/100 ml).^12^ The developing infant digestive system may have lower pancreatic proteases secreted relative to adults.^13^ Thus, a fraction of these proteins, notably lactoferrin and secretory IgA, remain stable while transiting the infant GIT to exert a local bioactive function.^14^ The remaining complement of protein nourishes the infant through satisfying nitrogen and amino acid demands. Maintaining nitrogen homeostasis could be challenged, however, when milk protein concentrations diminish over the course of lactation^15^ or due to increased demands of preterm birth.

A diverse assortment of non-protein nitrogen (NPN) is incorporated into human milk accounting for ~25% of total nitrogen, with urea comprising ~50% of the NPN fraction.^16^ Moreover, urea is secreted into the colonic lumen as a consequence of infant basal metabolism.^17^ It is estimated that infants excrete ~20% of urea in urine whereas a much larger fraction is retained within the colon and thus available for bacterial hydrolysis.^18^ Invariably, *B. infantis* genomes encode an urease gene cluster and transporters predicted to translocate urea and its nickel cofactor.^6,8^ Similar loci linked to urease function are relatively rare in commensal bacteria that typically colonize the infant gut microbiome and could potentially catalyze intracellular urea hydrolysis. Accordingly, we hypothesize that ureolytic *B. infantis* liberate ammonia from sequestered urea to be used as an anabolic substrate in protein biosynthesis. Therefore, urea would be reclaimed through a bifidobacterial-mediated process referred to as urea nitrogen recycling or salvaging. This heretofore understudied metabolic process in humans would enable the infant to harness an otherwise inaccessible nitrogen pool.

To test this hypothesis, the extent to which *B. infantis* utilizes urea nitrogen was systematically characterized. Evidence in support of bifidobacterial-mediated urea nitrogen recycling includes a comprehensive description of the *B. infantis* urea utilization phenotype. In addition to *in vitro* growth dynamics, systems-level approaches yielded urea-specific activation of global transcriptional programs, impacts to central fermentative processes, incorporation of urea nitrogen into the proteome, differential metabolomics linked to nitrogen source, and an initial characterization of host-microbial interactions.

## Results

### The infant gut commensal *Bifidobacterium longum* subsp. *infantis* utilizes urea as a primary nitrogen source

*B. infantis* strains were evaluated for urea utilization as a primary nitrogen source. As *B. infantis* is auxotrophic for L-cysteine, this amino acid was added in limiting concentrations to restrict its use as a general nitrogen source. Significantly, all *B. infantis* strains utilized urea beyond the limiting L-cys to demonstrate urea is utilized as a primary nitrogen source (Figure 1 and Table S1). Specifically, higher cellular biomass was achieved relative to the urea-deficient medium for 1.0% urea (asymptotic OD_600 nm_ = 0.57 ± 0.11–0.77 ± 0.20) and 2.0% urea (OD_600 nm_ = 0.54 ± 0.07–0.98 ± 0.19) (*p* < 0.05) (Table S1). Among the *B. infantis* strains tested, UMA302 grew most vigorously with an asymptotic OD_600 nm_ = 0.77 ± 0.20 (1.0% urea) and 0.98 ± 0.19 (2.0% urea). Interestingly, the growth rate on urea did not significantly diverge from that of the complex nitrogen control for *B. infantis* UMA272. This suggests that *B. infantis* does not exhibit a relative preference for the complex nitrogen source, which is somewhat unexpected given the greater biosynthetic investment necessitated to utilize urea. In contrast, the *B. infantis* UMA299 growth rate on urea was significantly lower relative to the positive control (*p* < 0.05). This is consistent with the divergence of UMA299 from other *B. infantis* isolates with regard to milk solute utilization, as this strain does not efficiently metabolize HMO.^6,19^ Nevertheless, all *B. infantis* strains tested utilize urea as a primary nitrogen source to provide the foundational support for bifidobacterial-mediated urea nitrogen recycling (UNR) within the infant gut microbiome.

**Figure 1.**
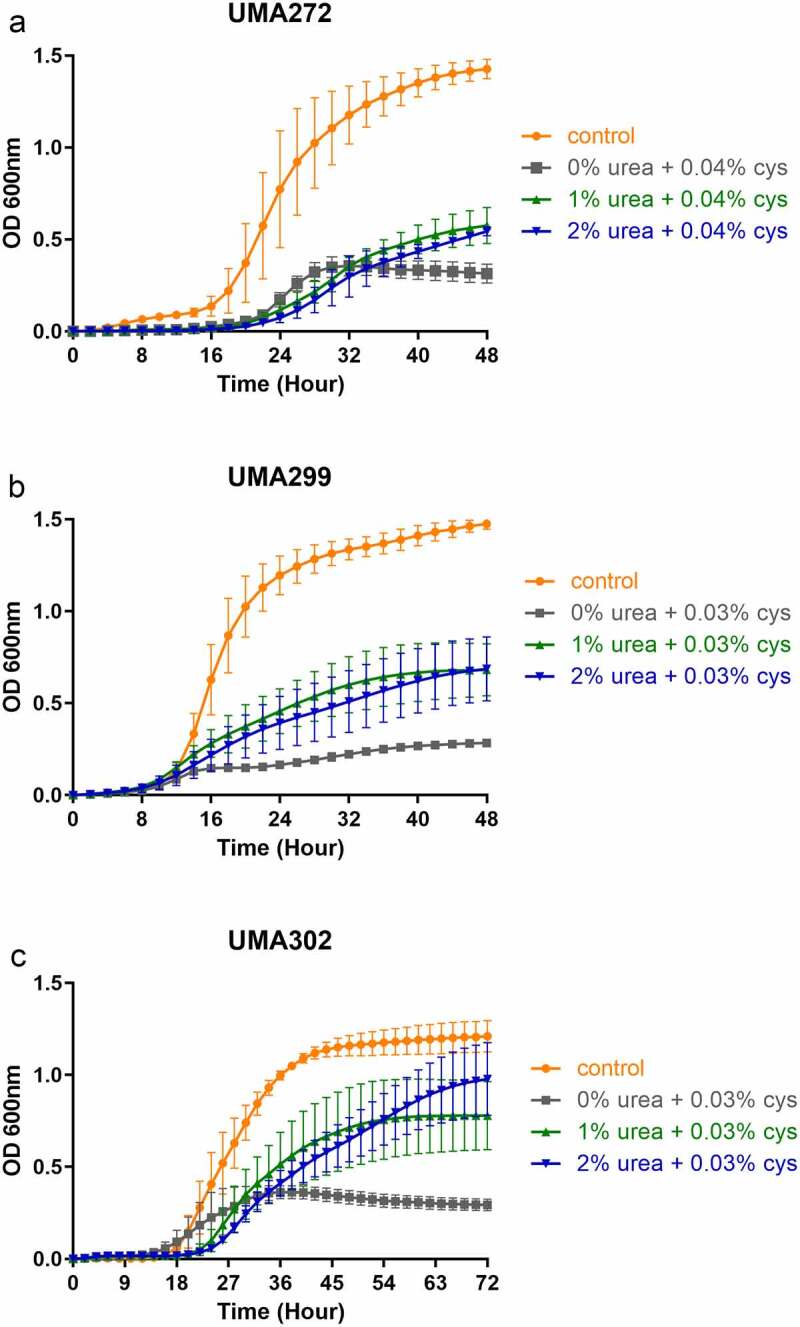
***B. infantis* biomass accumulation while utilizing urea as a nitrogen source**. UMA272 **(a)**, UMA299 **(b)**, and UMA302 **(c)** growth on urea as the primary nitrogen source. Three biological replicates were evaluated with results presented as mean ± SD. cys, L-cysteine.

### Urea utilization induces elevated urease activity and ammonia accumulation

As *B. infantis* utilizes urea as a primary nitrogen source, it is likely that the rate-limiting metabolic step is catalyzed via urease hydrolysis (EC 3.5.1.5) to yield carbon dioxide and ammonia. Accordingly, comparative genomics identified a co-linear urease gene cluster that is conserved in all *B. infantis* strains analyzed to date.^6,8^ In order to assess urease function during urea metabolism, ureolytic activity was measured in cell-free lysates harvested during mid-exponential growth (Figure 2A). Urease activity is significantly induced by urea relative to the complex nitrogen control in UMA272 (17.20-fold), UMA299 (15.30-fold), and UMA302 (3.59-fold) (*p* < 0.05). UMA302 exhibited higher constitutive urease activity under control conditions to explain the relatively modest, albeit significant, induction. Clearly, *B. infantis* urease activity is induced by its substrate during urea utilization.

**Figure 2.**
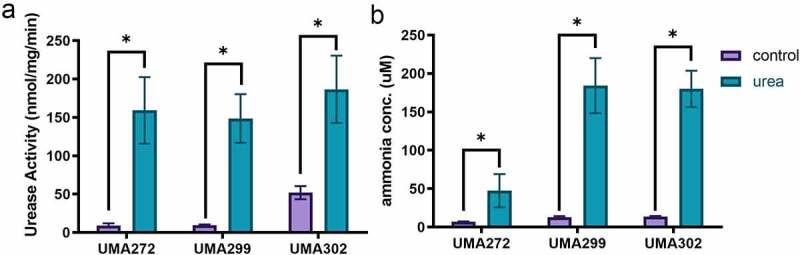
**Urease activity (a) and ammonia production (b) while subsisting on urea as a nitrogen source**. at least three biological replicates were assayed with results presented as mean ± SD (Welch’s t-test; *, *p* < 0.05).

Ammonia concentrations at stationary phase indicates utilization efficiency as a function of urease-catalyzed urea metabolism (Figure 2B). Consistent with urease activity, significantly higher ammonia production was observed in all *B. infantis* strains (*p* < 0.05) and induced between 6.80–14.30-fold in a strain-dependent manner. Interestingly, UMA272 exhibited the lowest induction of ammonia production (6.80-fold) whereas its urease activity was induced to the greatest magnitude (17.20-fold). It is possible that UMA272 efficiently assimilated a greater fraction of ammonia for nitrogen anabolism relative to the other strains.

### Urea nitrogen utilization is interconnected with carbon metabolism

Bifidobacteria ferment carbohydrates through a characteristic fermentative pathway that terminates in secretion of organic acids and other endproducts that interact with infant and heterologous microbiota. Acetate and lactate are secreted in a theoretical ratio of 1.5, with ethanol and formate produced to a lesser extent, and typically during inefficient carbohydrate metabolism.^11^ Thus we postulated that if bifidobacteria nitrogen and carbon metabolism is linked, urea utilization would promote formate production to accommodate downstream biosynthetic investments in harnessing ammonia nitrogen. To test this hypothesis, fermentative endproducts were quantified subsequent to urea nitrogen utilization (Figure 3 and Fig. S1).

**Figure 3.**
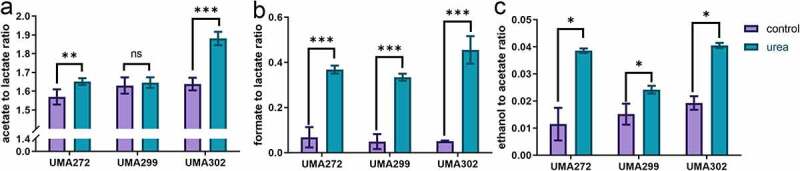
**Fermentative endproducts secreted during urea nitrogen utilization**. Carbohydrate metabolism endproducts were quantified by HPLC and normalized as ratios of acetate to lactate **(a)**, formate to lactate **(b)**, and ethanol to acetate **(c)**. Four biological replicates were evaluated with results presented as mean ± SD. Two-way ANOVA was performed for (A & B) and Welch’s t-test was performed for (C). *, *p* < 0.05, ***, *p* < 0.001.

As expected, *B. infantis* approaches the acetate:lactate theoretical ratio of 1.5 under control nitrogen conditions. Interestingly, UMA272 and UMA302 significantly increased (*p* < 0.05) their secreted acetate:lactate ratio during urea utilization  , from 1.57 ± 0.04 to 1.65 ± 0.02 and from 1.64 ± 0.03 to 1.88 ± 0.04, respectively (Figure 3A). We previously reported similar metabolic shifts during carbohydrate metabolism to address an energetic deficit by shunting pyruvate toward acetyl-CoA at the expense of lactate.^11,20^ In contrast, UMA299 did not exhibit a similar physiological reorientation. Again, this is consistent with other variant metabolic phenotypes while utilizing human milk molecules.

In general, formate secretion is negatively correlated with lactate production, and it increases NAD+ recycling during inefficient carbohydrate metabolism.^20,21^ During urea nitrogen metabolism, all *B. infantis* strains produced significantly higher formate:lactate ratios regardless of final biomass achieved (*p* < 0.05) (Figure 3B). The ratio of ethanol:acetate ratio also increased independent of strain (*p* < 0.05) (Figure 3C). That urea metabolism prompts a shift in the carbohydrate metabolite profile demonstrates that carbon and nitrogen metabolism are linked in bifidobacteria. More specifically, urea nitrogen and central fermentative metabolism are interconnected potentially to satisfy ATP demands during *de novo* biosynthesis of nitrogenous precursors from ammonia.

### Urea nitrogen is assimilated into the *Bifidobacterium longum* subsp. *infantis* proteome

Mass spectrometry was used to determine the metabolic fate of ^15^N-labeled urea during intracellular utilization as a primary nitrogen source (Fig. S2). A total of 234 proteins incorporate the ^15^N-label in the expressed *B. infantis* proteome during utilization of ^15^N-labeled urea (Table S2-S3). A total of 392 proteins were identified while subsisting on unlabeled urea, with 214 proteins (51.9%) common to both datasets (Figure 4A). Thus it is clear that urea nitrogen is reclaimed and enters biosynthetic pathways, and is incorporated into the *B. infantis* proteome as a potential terminus.

**Figure 4.**
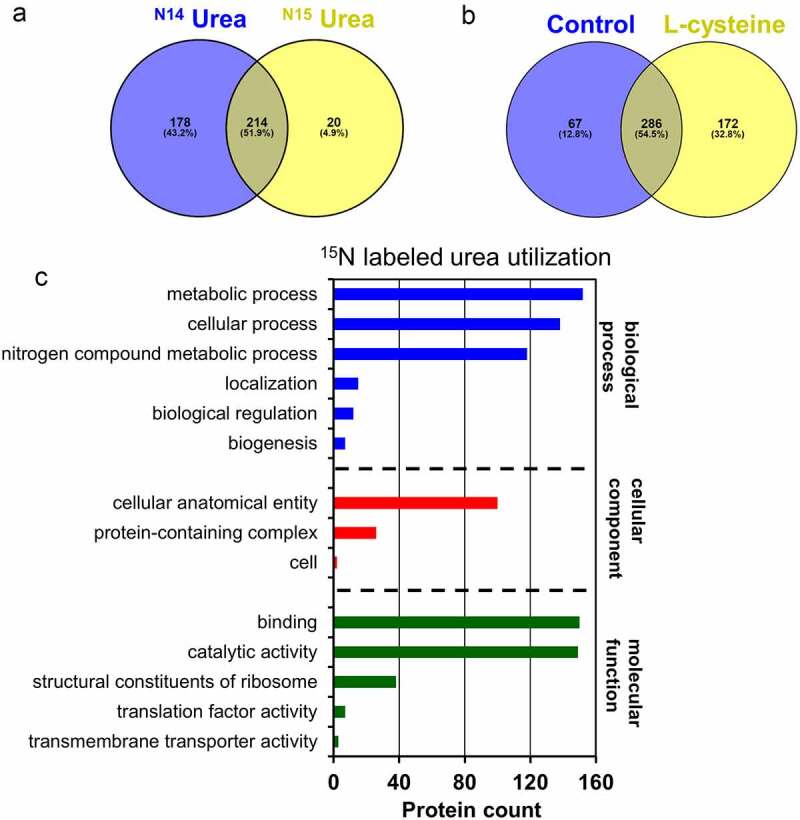
**^15^N-labeled proteins identified while subsisting on isotopically labeled urea**. Venn diagram of proteins shared between labeled and unlabeled urea proteomes **(a)**, proteins shared between the complex nitrogen control and L-cysteine proteomes **(b)**, and urea nitrogen incorporated into ^15^N-labeled proteins assigned to a gene ontology category **(c)**.

^15^N-labeled urea nitrogen enters a wide range of processes conventionally classified as cellular, metabolic, and biosynthetic and includes housekeeping processes such as ribosomal subunits. This involves amino acid biosynthesis, amino-sugar metabolism, carbohydrate metabolism, cofactor biosynthesis, glycan biosynthesis, metabolic intermediate biosynthesis, one carbon metabolism, and purine and pyrimidine metabolism (Table S4). Of note, urea nitrogen enters cellular operations assigned a function in maintaining nitrogen homeostasis (Fig. S3 and 4C).

*B. infantis* grown on L-cysteine serves as a reference proteome in comparison to urea. As *B. infantis* is auxotrophic for L-cysteine, it is necessary to add this limiting amino acid to all growth conditions with differentially expressed proteins reported in Table S5. A total of 29 proteins were upregulated (log2 fold change >1, FDR <0.05) during urea utilization relative to L-cysteine alone. Proteins upregulated during urea utilization include glutamate synthase (encoded by gene Blon_1481; log2FC = 5.7, FDR <0.05) and several ABC transporter-associated extracellular solute-binding proteins, among others. Glutamate synthase (EC 1.4.1.14) is highly significant as it catalyzes ammonium assimilation within the GS/GOGAT cyclical pathway that synthesizes glutamate and glutamine to serve as nitrogen donors to satisfy biosynthetic requirements. Moreover, 2-oxoglutarate is a nitrogen carrier and provides a carbon backbone in the GS/GOGAT system to potentially link urea nitrogen and carbon metabolism. The *B. infantis* genome encodes a partial tricarboxylic acid cycle with the requisite genes to synthesize 2-oxoglutarate, despite not performing respiration. In summation, urea nitrogen is broadly distributed throughout the *B. infantis* proteome, likely through an ammonium intermediate via the GS/GOGAT system.

Specific proteins that integrate ^15^N-labeled urea are within pathways related to nitrogen metabolism or are otherwise of interest. This includes L-lysine biosynthesis (4-hydroxy-tetrahydrodipicolinate synthase(Blon_2034)), glutamate biosynthesis (Blon_1482), carbohydrate degradation (ribose-5-phosphate isomerase A (Blon_2191), phosphoglycerate kinase (Blon_1087), and 2,3-bisphosphoglycerate-dependent phosphoglycerate mutase (Blon_2152)). Cofactor biosynthesis (Pyridoxal 5’-phosphate synthase(Blon_1994)) and protein biosynthesis (Elongation factor P(Blon_0735)) were identified as well (Table S3). A detailed list of ^15^N-labeled proteins identified in metabolic pathways is provided in Table S3-S4.

^15^N-labeled L-cysteine served as the sole nitrogen source with labeled nitrogen incorporated into the *B. infantis* proteome (Fig. S4A, Fig. S5). This analysis identified ~24% (*n* = 92) of the^15^N-labeled proteins in the *B. infantis* proteome while utilizing^15^N-labeled L-cysteine alone (Fig. S4A, and S5). This suggests that minimal amount of L-cysteine added to the media is incorporated into the *B. infantis* proteome (~36.3%, 87), however to a lesser extent compared to^15^N-labeled urea nitrogen (~97.6%, *n* = 148) (FigureS4B, Tables S7 and S8).

*B. infantis* grown on complex nitrogen with L-cysteine was compared to L-cysteine alone to characterize the proteome while growing on a rich medium (i.e. control). This yielded ~55% (*n* = 286) proteins shared between the rich medium and L-cysteine alone. Interestingly, the cells grown in the rich medium exhibited 12% (*n* = 67) of unique proteins whereas L-cysteine alone provided significantly more at 33% (*n* = 172) (Figure 4B). This indicates that a greater fraction of the proteome’s total potential is mobilized while *B. infantis* is metabolizing L-cysteine. This sole nitrogen source necessitates a broader anabolic program as per the need to biosynthesize a greater array of nitrogenous products (e.g. amino acids).

In the cells provided complex nitrogen, there is greater representation of fundamental processes within the proteome including cell division, translation, nucleic acid binding, integral components of membrane, ribosomal among various uncharacterized proteins (Table S6). This suggests that cellular requirements are being fulfilled to the extent by which cell growth and division is promoted. This contrasts with the L-cysteine proteome with its upregulated proteins involved in nitrogen acquisition and metabolism which is consistent with a shift in cellular physiological priorities. This includes ABC transporters, urease components (e.g. alpha subunit), nitrogen regulatory protein P-II, extracellular solute-binding proteins, an ammonium transporter among uncharacterized proteins (Table S6). It is noteworthy that glutamate synthase (Blon_1481) was significantly upregulated (log2FC = 5.7, FDR <0.05, Table S5) only during urea utilization, to promote ammonium assimilation while utilizing urea as a sole nitrogen source.

### Urea nitrogen metabolism induces a unique transcriptional program

*B. infantis* transcriptomes were profiled through RNAseq to identify physiological processes contributing to, and responding to, urea utilization. 

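The 3 strains were each grown in medium supplemented with 2% urea, with 2% complex nitrogen as the control, or with 0.15% L-cysteine (w/v), and 2 cultures per condition were sequenced, giving 18 libraries. Cells were harvested at mid-exponential phase and ribosomal RNA was depleted with Ribo-Zero before stranded, paired-end sequencing. The authors aligned the reads of all strains to 1 reference genome with bowtie2, counted them per annotated gene with HTSeq, and deposited the counts without normalization. The deposited files list loci by Blon locus tag only, and the paper and its supplement name some of them. From the deposited counts, each strain was fitted on its own with its 6 libraries, and all 3 nitrogen sources shared one estimate of the spread between replicates. Loci with at least 10 counts in at least 2 libraries of a strain were tested. Library totals were scaled by the TMM method, and loci were called with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p under 0.05. Expression values are CPM, the counts relative to the TMM-scaled library total, given as the mean with the standard deviation of both cultures. Where 1 library was left out, its condition kept a single library, which was assumed to vary like the other groups. With 2 cultures per group, 6 libraries leave few degrees of freedom for the spread, and the test borrows strength across loci.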

The average raw read depth ranged from 10.81 to 18.50 million, to achieve the threshold to interrogate transcriptomes at meaningful resolution.^22^ 

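The numbers of reads that the paper lists in Table S9 lie between 7177156 and 44109560 per library. The deposited counts that fell on annotated loci summed to between 3113390 and 6112713 per UMA272 library, with a median of 4488015.5. For UMA299 the sums ranged from 3705304 to 5508111, with a median of 4535364. UMA302 libraries held between 3892996 and 14334830 counts, with a median of 4942229.5, and the highest value belonged to control replicate 1. The counts came to between 32.5% and 44.5% of the reads in Table S9. Sequencing was paired-end, and whether that table counts single reads or pairs is not given in the sources used here, so these values are not shares of reads lost. A count of 0 in a library allows up to 3 counts of its total. A pair of loci, Blon_R0029 and Blon_R0030, took a share of the counts that varied between libraries. Their share was highest in the UMA299 libraries on urea, at 43.9% and 44.4%, against 11.4% and 8.24% in the control libraries of that strain. In total 94 loci have identifiers that begin with Blon_R. Replicates differed by more than the sampling noise of counts, with chi-square values per degree of freedom between 19.7 and 166, so the precision of a comparison is set by the spread between cultures.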

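Reads of all 3 strains were aligned to 1 reference, and the number of loci with counts differed between the strains. UMA272 libraries held counts at 2557 to 2570 of the reference loci, UMA299 libraries at 1940 to 1952, and UMA302 libraries at 1955 to 2009. In UMA272, 16 loci had no count in any of the 6 libraries, against 603 in UMA299 and 559 in UMA302. At these loci no expression was detectable at this depth, and the counts alone do not show whether the gene is present in the strain. After the filter on low counts, 2506 loci (96.8%) were tested in UMA272, 1901 (73.5%) in UMA299 and 1946 (75.2%) in UMA302. The tested loci of all 3 strains had 1786 in common.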

Reads were aligned to the reference ATCC 15697^T^ genome, resulting in alignment rates of 97.34% for UMA272, 89.13% for UMA299, and 85.67% for UMA302 (Table S9). 

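Euclidean distances between libraries were computed from rlog values, the regularized log transformation that DESeq2 gives and the paper names, over every locus with a count in the strain. In UMA272, over 2572 loci, replicates lay 8.21 to 12.5 apart and libraries of different nitrogen sources 22.4 to 34.6. The 1985 loci of UMA299 gave 6.42 to 7.82 between replicates and 17.6 to 26.8 between nitrogen sources. For UMA302, over 2029 loci, the corresponding ranges were 5.34 to 11.2 and 22.6 to 29.9. In each strain, the largest distance between replicates was thus smaller than the smallest distance between nitrogen sources. The alternative that moved these distances most was log2 CPM in place of rlog, which gave 16.2 to 23.6 between UMA272 replicates and 42.8 to 67.3 between nitrogen sources.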

The transcriptomes were evaluated by hierarchical clustering (Figure 5A) and principal component analysis (PCA) (Fig. S6). Growth on urea was compared to complex nitrogen, as well as L-cysteine as the sole nitrogen source. The latter served as an additional defined nitrogen source, and moreover, discerns features to urea metabolism as L-cysteine was present in all conditions.

**Figure 5.**
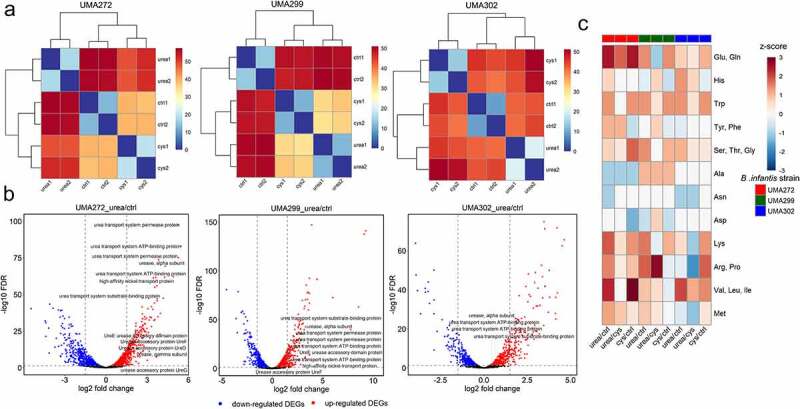
**The global transcriptome response during urea nitrogen utilization**. Euclidian distances between *B. infantis* transcriptomes during urea nitrogen utilization **(a)**, differentially expressed genes between urea relative to control nitrogen **(b)**, and amino acid biosynthetic pathways regulated during urea utilization (z-scores). cys, L-cysteine, ctrl, control (complex nitrogen). 1, first biological replicate, 2, second biological replicate.

As expected, biological replicates clustered, and the transcriptomes exhibit distinct expression profiles dependent on nitrogen source. 

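For all 6 libraries of each strain, the nearest other library was the replicate of the same nitrogen source. With complete linkage, all 3 nitrogen sources of each strain formed clusters of their own, and so they did with average linkage, with log2 CPM values and over the 500 most variable loci. The first principal component of the rlog values held 65.7% of the variance in UMA272, 65.6% in UMA299 and 55.2% in UMA302. The second held 24.8%, 27.9% and 37.3%, respectively.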

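The 18 libraries were compared over the 1786 loci tested in all 3 strains. Rlog distances were 5.03 to 11.7 between replicates, 19.0 to 33.1 between nitrogen sources of 1 strain, and 29.5 or more between strains. Every library had its replicate as the nearest library, and the 9 groups each formed a cluster. With complete linkage and the tree cut into 3 clusters, 2 of the 3 strains had all their libraries in 1 cluster. The remaining strain was split. Average linkage, log2 CPM values and the 500 most variable loci each gave 3 of 3. The first 2 principal components held 32.2% and 22.1% of the variance. When all 2574 loci with a count were used, a choice made after the data had been seen, the distances between strains were 94.9 or more, against at most 50.8 within a strain, and all 3 strains formed their own clusters.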

In aggregate analysis, strain identity drove clustering (Fig. S7) regardless of nitrogen source and transcriptomes segregated unambiguously according to isolate (Fig. S8). Differentially expressed genes (DEGs) were identified and cataloged in Table S10. 

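For urea against the complex nitrogen control, 1512 of the 2506 loci tested in UMA272 (60.3%) were called, 787 with higher and 725 with lower expression on urea. In UMA299, 1149 of 1901 (60.4%) were called, 580 higher and 569 lower. The fit of UMA302 called 891 of 1946 (45.8%), 458 higher and 433 lower. DESeq2, the tool the paper used, called 1446, 1082 and 908 loci. The alternative that moved the counts most was an added threshold of 1 on the absolute log2 fold change, with 987, 612 and 439 called. Over the 1786 loci tested in all 3 strains, an alternative chosen after the data had been seen, 1103 were called in UMA272 (59.0% higher, with 452 lower), 1093 in UMA299 and 810 in UMA302. Leaving out 1 library at a time gave 1139 to 1650 in UMA272 and 954 to 1132 in UMA299. In UMA302 the count fell to 498 without control replicate 1 and to 515 without control replicate 2, and reached 995 at most.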

*B. infantis* UMA272 possesses the highest density of DEGs while metabolizing urea relative to the complex nitrogen control (1376, FDR <0.05), followed by UMA299 (1064, FDR <0.05) and UMA302 (876, FDR <0.05). UMA299 exhibited considerably less DEGs in the comparison between urea and L-cysteine than the other strains (FDR < 0.05) (Table S10). 

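Between urea and L-cysteine, 968 loci (50.9% of those tested) were called in UMA299, 520 with higher and 448 with lower expression on urea. UMA272 had 1316 called loci (52.5%), 676 higher and 640 lower. In UMA302, 1201 (61.7%) were called, 635 of them higher on urea and the rest lower. Among the 1786 loci tested in all 3 strains, 911 were called in UMA299, 970 in UMA272 and 1098 in UMA302. DESeq2 called 875, 1246 and 1193 loci in UMA299, UMA272 and UMA302. Without urea replicate 2 the UMA299 count was 626, and with any other library left out it was 977 at most. The corresponding ranges were 1029 to 1250 in UMA272 and 942 to 1296 in UMA302.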

The similarity between defined nitrogen conditions may indicate constitutive processes are fundamental in the strain’s physiological response. This suggests that UMA299 deploys a general transcriptional response to distribute limited nitrogen across integrated biosynthetic networks. This is illustrative for UMA272 as DEGs between L-cysteine and the complex control yielded only 774 DEGs (FDR <0.05), significantly lower than DEGs between urea relative to the control. This denotes that DEGs responded to the urea molecule and its physicochemical form, rather than a general response as was observed with UMA299.

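With L-cysteine as the nitrogen source, 832 UMA272 loci (33.2%) differed from the complex nitrogen control, 443 with higher and 389 with lower expression on L-cysteine. Without control replicate 1 the count was 380, and without control replicate 2 it was 384. The same comparison called 1225 loci (64.4%) in UMA299, 637 higher and 588 lower, and 1074 (55.2%) in UMA302, 505 higher and 569 lower. Without control replicate 1 the UMA302 count was 664. Of the 1149 UMA299 loci called on urea against the control, 854 were also called on L-cysteine, 804 of them (70.0%) with the same sign. In UMA272 this held for 597 of 1512 loci, 519 (34.3%) with the same sign, and in UMA302 for 523 of 891, 384 (43.1%) with the same sign. Both comparisons share the control libraries. The log2 fold changes correlated across loci at 0.798 in UMA299, 0.504 in UMA272 and 0.371 in UMA302. In 20 simulations of 6 unchanged libraries per strain, the shared control alone gave correlations of 0.389 to 0.527 in UMA299, 0.478 to 0.565 in UMA272 and 0.440 to 0.548 in UMA302. The observed value thus lay above the simulated range in UMA299, within it in UMA272 and below it in UMA302. With 1 control library for urea and the other for L-cysteine, a test chosen after the result was seen, the correlations were 0.787 and 0.733 in UMA299, 0.450 and 0.488 in UMA272, and 0.398 and 0.302 in UMA302. The same simulations then gave at most 0.0747, 0.0623 and 0.0810. They held no true change, so they bound only the part from shared noise. The control condition itself stays shared by both comparisons. In the simulations at most 1 locus was called in both comparisons. Loci are not independent replicates, so no p-value is given. From the smaller number of DEGs on L-cysteine than on urea in UMA272, the paper concludes that the DEGs responded to urea itself rather than to limited nitrogen in general.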

### Urea induces urease gene cluster expression for substrate acquisition and hydrolysis

The *B. infantis* chromosome encodes a 12 gene locus including genes predicted for urea transport, nickel transport, urease accessory genes, and urease structural and catalytic genes (Figure 5B, Fig. S9 and Table S11).^6,8^ These genetic determinants are likely essential in acquisition and metabolism of extracellular urea and are depicted in (Fig. S10).

Urea significantly upregulated putative urea transport genes (Blon_0104 – Blon_0108) in UMA272 and UMA302. This is in comparison to both L-cysteine (average log2FC = 2.98) and complex nitrogen (average log2FC = 5.18) for UMA272 (FDR < 0.05). 

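The supplement names Blon_0106 as an inner-membrane translocator and Blon_0107 and Blon_0108 as ABC transporter related. In UMA272, Blon_0104 reached 873 ± 24.8 CPM (SD, n = 2) on urea, 44.3 ± 0.269 (SD, n = 2) on complex nitrogen and 182 ± 79.4 (SD, n = 2) on L-cysteine. Its log2 fold change was 4.30 against the control (standard error 0.292, adjusted p = 3.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.27 against L-cysteine (adjusted p = 7.63e-05). Blon_0108 rose from 11.0 ± 1.09 CPM (SD, n = 2) on complex nitrogen to 542 ± 121 (SD, n = 2) on urea, a log2 fold change of 5.63 (standard error 0.271, adjusted p = 8.76e-07 from the same edgeR test with Benjamini-Hochberg adjustment). Over the 12 loci of the cluster, Blon_0104 to Blon_0115, UMA272 had all 12 called as higher on urea in both comparisons. UMA299 had 9 called as higher against the control and all 12 as lower against L-cysteine. In UMA302, 3 loci were called as higher against the control (1 when adjusted over the list alone). Against L-cysteine, 7 were called as higher and 1 as lower (8 in all when adjusted over the list alone).

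**Figure D1:**
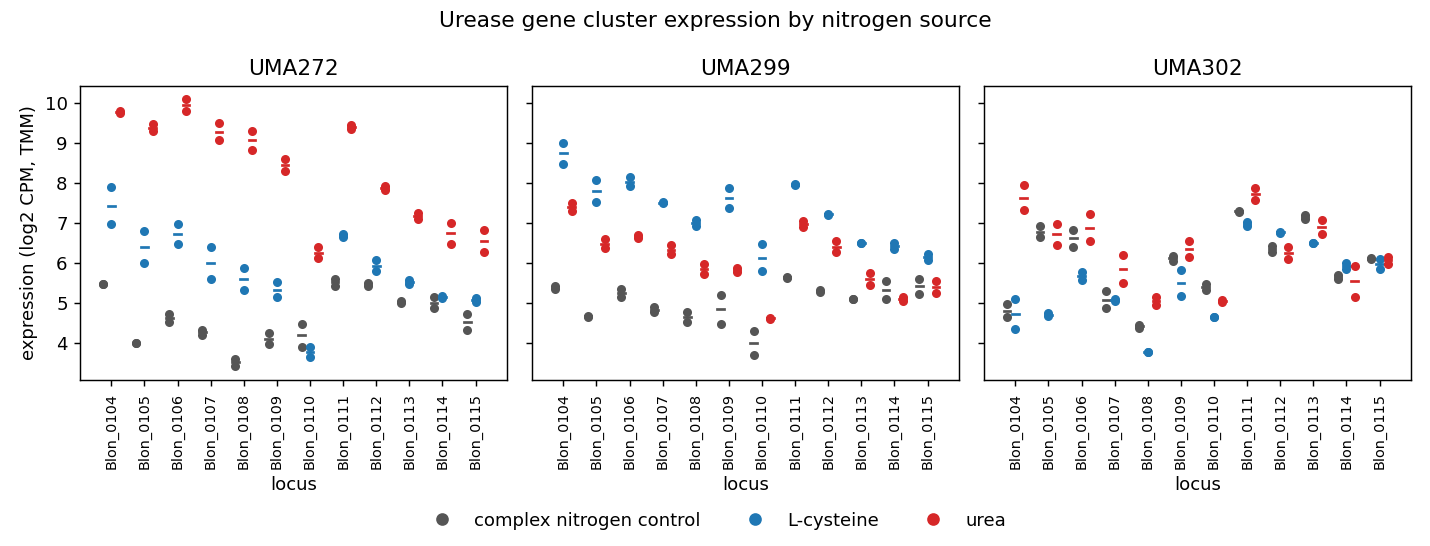
Expression (log2 CPM after TMM scaling) of Blon_0104 to Blon_0115 in UMA272, UMA299 and UMA302. Each point is 1 library on complex nitrogen (grey), L-cysteine (blue) or urea (red), and short lines are the means of both replicates.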

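The mean log2 fold change of Blon_0104 to Blon_0108 in UMA272 was 5.16 for urea against complex nitrogen and 3.04 for urea against L-cysteine. Each of the 5 loci was called in both comparisons, over all loci and when adjusted over the list alone. Single loci ranged up to 3.48 against L-cysteine (Blon_0108). Leaving out 1 library at a time kept the means between 5.00 and 5.26 and between 2.72 and 3.41. The alternative that moved the mean against the control most was 1 fit over the 3 strains, at 4.93. On L-cysteine these loci were also higher than on complex nitrogen, with a mean of 2.12 and 5 of 5 called.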

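In UMA302, Blon_0104 had 204 ± 62.5 CPM (SD, n = 2) on urea, 27.9 ± 4.34 (SD, n = 2) on complex nitrogen and 27.0 ± 9.79 (SD, n = 2) on L-cysteine. Its log2 fold changes were 2.85 and 2.90 (adjusted p = 0.000125 and 8.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Blon_0105 was at 107 ± 27.9 CPM (SD, n = 2) on urea and 26.0 ± 1.05 (SD, n = 2) on L-cysteine, a log2 fold change of 2.04 (adjusted p = 0.000126), while against the control it was -0.06 (adjusted p = 0.845). Blon_0106 changed by 1.24 against L-cysteine (adjusted p = 0.00294) and by 0.29 against the control (adjusted p = 0.376). It was called against the control only without urea replicate 1, at 0.58. Blon_0107 had log2 fold changes of 0.79 against the control (adjusted p = 0.0377) and 0.82 against L-cysteine (adjusted p = 0.0269). Its call against the control was lost without control replicate 1 (1.03), control replicate 2 (0.61), L-cysteine replicate 1 (0.79), L-cysteine replicate 2 (0.78) or urea replicate 2 (0.38), and with a replicate block (0.78, adjusted p = 0.0547). Against L-cysteine it was lost without L-cysteine replicate 1 (0.84), L-cysteine replicate 2 (0.75) or urea replicate 2 (0.42). Blon_0108 rose from 21.1 ± 0.856 CPM (SD, n = 2) on complex nitrogen to 33.0 ± 3.17 (SD, n = 2) on urea, at 0.64 (adjusted p = 0.0320). That call was lost without control replicate 1 (0.68), control replicate 2 (0.60) or urea replicate 2 (0.54), after thinning the libraries to the smallest total (0.58), and with a replicate block (0.64, adjusted p = 0.0697). Against L-cysteine its log2 fold change was 1.29 (adjusted p = 0.000997). In total 3 of the 5 loci were called against the control and 5 of 5 against L-cysteine, with the same counts when adjusted over the list alone. Their means were 0.90 (0.59 without urea replicate 2) and 1.66.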

Urea prompts UM302 to upregulate all transport genes relative to L-cysteine, and 3 of the 5 genes were induced compared to complex nitrogen. Although UMA299 significantly upregulated urea transport genes relative to the control, they are downregulated relative to when metabolizing L-cysteine (average logFC = −1.30, FDR <0.05). It is possible that UMA299 prefers L-cysteine as a nitrogen substrate, or that this modest downregulation is artifactual. 

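In UMA299, the mean log2 fold change of Blon_0104 to Blon_0108 was 1.60 for urea against the control, with 5 of 5 called as higher. Against L-cysteine it was -1.28, with 5 of 5 called as lower, and single loci lay between -1.38 and -1.14. The counts did not change when adjusted over the list alone. Blon_0104 was at 169 ± 17.3 CPM (SD, n = 2) on urea, 41.5 ± 1.83 (SD, n = 2) on complex nitrogen and 436 ± 112 (SD, n = 2) on L-cysteine. For urea against L-cysteine this was a log2 fold change of -1.37 (standard error 0.177, adjusted p = 7.78e-05 from the same edgeR test with Benjamini-Hochberg adjustment). With each library left out in turn the mean stayed between 1.50 and 1.69 against the control and between -1.38 and -1.15 against L-cysteine. On L-cysteine the 5 loci were above complex nitrogen by a mean of 2.88.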

An alternative explanation is that nitrogen starvation experienced in L-cysteine metabolism may induce UMA299 to urea acquisition and potentially other nitrogenous molecules from its environment. A similar pattern emerged for a putative high-affinity nickel transport gene (Blon_0109), which likely translocate this essential urease metal cofactor. Accordingly, urea induces *B. infantis* UMA272 and UMA302 to upregulate Blon_0109 relative to L-cysteine. 

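Blon_0109 had 349 ± 50.8 CPM (SD, n = 2) on urea in UMA272, against 40.3 ± 7.50 (SD, n = 2) on L-cysteine and 17.0 ± 2.31 (SD, n = 2) on complex nitrogen. The log2 fold change against L-cysteine was 3.12 (standard error 0.206, adjusted p = 3.79e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and against the control it was 4.37. In UMA302 the locus had 82.1 ± 16.7 CPM (SD, n = 2) on urea and 46.0 ± 14.4 (SD, n = 2) on L-cysteine, a log2 fold change of 0.83 (standard error 0.253, adjusted p = 0.0181 from the same edgeR test with Benjamini-Hochberg adjustment). Without L-cysteine replicate 1 it was 0.55 and not called (adjusted p = 0.124). Against the control, UMA302 showed 0.25 (adjusted p = 0.443).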

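In UMA299, Blon_0109 was at 56.7 ± 3.00 CPM (SD, n = 2) on urea and 198 ± 48.3 (SD, n = 2) on L-cysteine. Its log2 fold change was -1.81 (standard error 0.233, adjusted p = 0.000133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed below 0 and called with any library left out. Against the control it was 0.96 (adjusted p = 0.00638). That call was lost without control replicate 1 (0.64) or urea replicate 1 (0.91).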

Whereas UMA299 downregulates the locus in the same comparison.

Accessory proteins assemble the nickel metallocenter within the urease active site. Accordingly, UMA272 upregulates Blon_0112-Blon_0115 during urea metabolism relative to L-cys (average log2FC = 1.62, FDR <0.05) and complex nitrogen (average log2FC = 2.20, FDR <0.05). 

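In UMA272, Blon_0112 to Blon_0115 had a mean log2 fold change of 2.11 for urea against complex nitrogen and 1.69 for urea against L-cysteine. All 4 loci were called as higher in both comparisons, and also when adjusted over the list alone. The lowest values were 1.78 for Blon_0114, which the supplement names UreG, against the control and 1.51 for Blon_0115 against L-cysteine. The means stayed between 1.98 and 2.17 and between 1.55 and 1.74 with 1 library left out. Under 1 fit over the 3 strains the mean against the control was 1.87.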

Interestingly, *B. infantis* UMA 302 did not alter expression of these accessory genes, regardless of comparison conditions, with the exception of Blon_0112 which was downregulated relative to L-cys (logFC = −0.66, FDR <0.05). This indicates that these genes are likely constitutively expressed at a level sufficient to enable urease function. 

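For urea against complex nitrogen, 0 of the 4 loci were called in UMA302 by edgeR, 0 by DESeq2 and 0 at an unadjusted p under 0.05, and their mean log2 fold change was -0.11. Against L-cysteine the mean was -0.08. With 1 library left out, the mean against complex nitrogen lay between -0.33 and 0.08, and that against L-cysteine between -0.31 and 0.10. Blon_0112 was at 76.4 ± 11.7 CPM (SD, n = 2) on urea and 109 ± 1.39 (SD, n = 2) on L-cysteine, a log2 fold change of -0.51 (standard error 0.183, adjusted p = 0.0363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When adjusted over the list alone, 0 loci were called against L-cysteine, and DESeq2 called 1. The call of Blon_0112 was lost without control replicate 1 (-0.51), control replicate 2 (-0.51), L-cysteine replicate 1 (-0.50), L-cysteine replicate 2 (-0.56) or urea replicate 1 (-0.36), and when only urea and L-cysteine libraries entered the fit (-0.52) or a replicate block was added (-0.51). Blon_0113 was called as higher against L-cysteine without urea replicate 1 (0.59) and under 1 fit over the 3 strains (0.47). Blon_0114 was called as lower without urea replicate 2 (-0.78).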

As with other urea-related genes, all four accessory genes were downregulated within the UMA299 transcriptome relative to L-cys alone (average logFC = −1.01, FDR <0.05).

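All 4 of these loci were called as lower on urea than on L-cysteine in UMA299, also when adjusted over the list alone, with a mean log2 fold change of -0.95. They ranged from -1.34 (Blon_0114) to -0.75 (Blon_0115), and the mean stayed between -1.08 and -0.83 with 1 library left out. Without urea replicate 2, Blon_0115 was no longer called (-0.60). Against complex nitrogen the mean was 0.34 (0.22 to 0.46 with 1 library left out) and 2 of the 4 were called as higher. These were Blon_0112 at 1.12 (adjusted p = 4.58e-05 from the same edgeR test with Benjamini-Hochberg adjustment) and Blon_0113 at 0.51 (adjusted p = 0.0185). The call of Blon_0113 was lost without control replicate 1 (0.52), control replicate 2 (0.49) or urea replicate 1 (0.36).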

The active urease enzyme consists of three subunits encoded by Blon_0110 (β and γ subunits) and Blon_0111 (α subunit). Urea significantly induces upregulation of both genes in UMA272 regardless of the comparison conditions (log2FC ≥ 2.78, FDR <0.05). Similarly, UMA302 upregulated Blon_0111 during urea metabolism, although Blon_0110 expression did not vary. 

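Blon_0110 had 76.7 ± 9.94 CPM (SD, n = 2) on urea and 18.2 ± 5.13 (SD, n = 2) on complex nitrogen in UMA272, a log2 fold change of 2.10 (standard error 0.248, adjusted p = 6.26e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against L-cysteine it was 2.53 (adjusted p = 3.51e-05). Blon_0111, the urease subunit alpha, had 676 ± 31.1 CPM (SD, n = 2) on urea and 45.5 ± 3.66 (SD, n = 2) on complex nitrogen, a log2 fold change of 3.89 (standard error 0.173, adjusted p = 7.11e-07 from the same edgeR test with Benjamini-Hochberg adjustment). Against L-cysteine it was 2.72 (adjusted p = 3.21e-06). Both loci were called in both comparisons with any library left out.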

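UMA302 had 212 ± 30.4 CPM (SD, n = 2) of Blon_0111 on urea, 157 ± 1.29 (SD, n = 2) on complex nitrogen and 125 ± 5.53 (SD, n = 2) on L-cysteine. Against L-cysteine the log2 fold change was 0.76 (standard error 0.170, adjusted p = 0.00403 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against complex nitrogen it was 0.44 (standard error 0.168, adjusted p = 0.0578). The latter was past the threshold under DESeq2 (0.46, adjusted p = 0.0393), RLE scaling (0.46, adjusted p = 0.0445) and 1 fit over the 3 strains (0.46, adjusted p = 0.00767). It also passed without urea replicate 1 (0.58) and, in an alternative chosen after the data had been seen, with the loci whose identifiers begin with Blon_R left out (0.50). Blon_0110 changed by -0.36 against complex nitrogen (adjusted p = 0.155) and by 0.41 against L-cysteine (adjusted p = 0.103).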

UMA299 exhibited a mixed expression profile that was only moderately upregulated or downregulated depending on the conditions.

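In UMA299, Blon_0111 was at 126 ± 10.3 CPM (SD, n = 2) on urea, 49.5 ± 0.511 (SD, n = 2) on complex nitrogen and 249 ± 3.05 (SD, n = 2) on L-cysteine. Its log2 fold change was 1.35 against the control (adjusted p = 4.67e-06) and -0.98 against L-cysteine (adjusted p = 0.000117, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Blon_0110 showed 0.60 against the control (adjusted p = 0.0989) and -1.58 against L-cysteine (adjusted p = 0.000562). Against the control it was called without control replicate 2 (0.91) or L-cysteine replicate 2 (0.60).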

### Urea metabolism upregulates ammonia assimilation pathways

Urea hydrolysis yields ammonia to feed into biosynthetic pathways requiring organic nitrogen. Accordingly, *B. infantis* is predicted to assimilate ammonia via a two-component regulatory system involving the proteins PII-uridylyltransferase (Blon_0225, *glnD*) and nitrogen regulatory protein N-II (Blon_0224, *glnB*).^23^ 

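For Blon_0224, which the supplement names nitrogen regulatory protein P-II, UMA272 had 1513 ± 51.4 CPM (SD, n = 2) on urea and 107 ± 34.2 (SD, n = 2) on complex nitrogen. The log2 fold change was 3.82 (standard error 0.266, adjusted p = 3.73e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and against L-cysteine 1.87 (adjusted p = 0.000158). Blon_0225 had log2 fold changes of 1.69 against the control (adjusted p = 1.45e-05) and 1.42 against L-cysteine (adjusted p = 5.27e-05).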

*B. infantis* UMA272 upregulates both genes during urea metabolism regardless of comparative conditions (log2FC = 1.39–3.72, FDR <0.05). 

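UMA302 had 119 ± 13.9 CPM (SD, n = 2) of Blon_0224 on urea, 71.8 ± 5.56 (SD, n = 2) on complex nitrogen and 206 ± 21.5 (SD, n = 2) on L-cysteine. The log2 fold change was 0.72 against the control (standard error 0.180, adjusted p = 0.0105) and -0.80 against L-cysteine (adjusted p = 0.00418, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without control replicate 1 the former was 0.80 (adjusted p = 0.0574), and without control replicate 2 it was 0.65 (adjusted p = 0.105), so that neither was called. Blon_0225 changed by -0.01 against the control (adjusted p = 0.965) and by -0.94 against L-cysteine (adjusted p = 0.00155).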

UMA 302 exhibits a mixed profile in that both genes are downregulated relative to L-cys whereas Blon_0224 is upregulated relative to the complex nitrogen control (log2FC = 0.73, FDR <0.05). *B. infantis* UMA299 generally downregulates these genes during urea metabolism (logFC = −1.00 to −0.67, FDR <0.05).

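Blon_0224 showed -1.00 for urea against L-cysteine in UMA299 (standard error 0.146, adjusted p = 0.000170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.24 against the control, which was not called (adjusted p = 0.168). Blon_0225 was lower on urea in both comparisons, at -1.02 against the control (adjusted p = 0.000107) and -0.69 against L-cysteine (adjusted p = 0.00284). Without L-cysteine replicate 1 the latter was -0.50 and no longer called (adjusted p = 0.0505).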

A primary entry point for ammonia assimilation are the amino acids glutamate and glutamine which are foundational in the biosynthesis of other amino acids and serve as intracellular nitrogen donors. Thus, the degree to which their bioysynthetic pathway is upregulated provides insight into the metabolic fate of urea-derived nitrogen ammonia (Figure 5C. Table S12 and Table S14). Accordingly, all three strains upregulated the two pathways relative to the complex nitrogen control with z scores ranging from 0.71 to 2.41 depending on the strain. Moreover, L-cys as the sole nitrogen source upregulated the same biosynthetic pathways in all three strains relative to the complex control. This is consistent with urea inducing translation of the key enzyme glutamate synthase (Blon_1481) as identified in comparative proteomics. 

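A z-score was computed per pathway as the number of loci called as higher minus the number called as lower, divided by the square root of the number of loci drawn for the pathway in Fig. S11. It describes calls and carries no test. For the 8 loci of glutamate and glutamine biosynthesis, urea against complex nitrogen gave 2.47 in UMA272 (7 higher, 0 lower), 1.41 in UMA299 (5 higher, 1 lower) and 0.71 in UMA302 (3 higher, 1 lower). No library, when left out, moved these 3 values by more than 1.5 times or changed their sign.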

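For L-cysteine against complex nitrogen, the glutamate and glutamine pathway had a z-score of 2.47 in UMA272, 1.41 in UMA299 and 1.77 in UMA302. The UMA272 value was 1.06 without control replicate 2, and the UMA302 value was 1.06 without control replicate 1.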

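Between urea and L-cysteine, the glutamate and glutamine z-score was 1.77 in UMA272, with 5 loci called as higher and 0 as lower, and 0.71 without urea replicate 1. In UMA302 it was 0.35, with 3 loci higher and 2 lower, and DESeq2 gave 0. That value was 0 without control replicate 1, control replicate 2 or L-cysteine replicate 2, -0.35 without L-cysteine replicate 1 or urea replicate 1, and 0.71 without urea replicate 2.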

Interestingly, and again linked with variant UMA299 physiology, both UMA272 and UMA302 upregulated glutamate/glutamine biosynthesis during urea metabolism relative to L-cys whereas UMA299 did not exhibit the same response. Instead, UMA299 downregulated glutamate/glutamine biosynthesis (z score = −1.06) while utilizing urea relative to L-cysteine.

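The UMA299 value was -1.06, with 0 of the 8 loci called as higher and 3 as lower on urea than on L-cysteine. It kept its sign with any library left out, and with a threshold of 1 on the absolute log2 fold change it was -0.35.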

### Urea metabolism increases demand for amino acid biosynthesis including those essential for host nutrition

*B. infantis* synthesizes all amino acids from ammonium with the notable exception of L-cysteine. In total, 78 genes are predicted to be directly involved in amino acid biosynthesis (Fig. S11 Table S12 and Table S13). *De novo* synthesis potentially provides an additional pool of amino acids to other members of the microbiome, as well as the developing infant during a critical window of rapid development. It was therefore predicted that amino acid biosynthetic networks would be upregulated in response to a defined sole nitrogen source, be it urea or L-cysteine. Among the 78 amino acid biosynthetic genes, *B. infantis* UMA272 exhibits 52 DEGs during urea metabolism relative to the complex nitrogen control and 35 DEGs relative to L-cysteine (FDR < 0.05). Similarly, L-cysteine metabolism relative to the complex nitrogen yielded 43 DEGs (FDR < 0.05). 

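Of the 78 genes drawn in Fig. S11, all had enough counts to be tested in UMA272. Urea against complex nitrogen gave 56 called genes, 48 with higher and 8 with lower expression on urea, and 61 when adjusted over the list alone. DESeq2 called 55. Urea against L-cysteine gave 41, of which 28 were higher and 13 lower, and 41 when adjusted over the list alone. Leaving out 1 library gave 46 to 64 and 29 to 43.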

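On L-cysteine, 46 of the 78 genes were called against complex nitrogen in UMA272, 41 higher and 5 lower, and 49 when adjusted over the list alone. Without control replicate 1 the count was 22, and without control replicate 2 it was 21.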

The overwhelming majority of DEGs are upregulated regardless of defined nitrogen substrate (≥84.6%). Moreover, and generalizing the trend, the UMA302 and UMA299 transcriptomes contained considerable numbers of DEGs related to amino acid biosynthesis with most exhibiting upregulation while utilizing urea (FDR < 0.05) (Table S13 and Table S14).

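The share of called genes with higher expression was 85.7% for urea and 89.1% for L-cysteine, each against complex nitrogen, and 68.3% for urea against L-cysteine. With 1 library left out, the first stayed between 85.5% and 91.8% and the second between 84.8% and 95.5%. The last was 79.1% without L-cysteine replicate 1 and 57.9% without L-cysteine replicate 2.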

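In UMA299, 73 of the 78 genes were tested. Against complex nitrogen 49 were called on urea, 39 higher and 10 lower (79.6% higher, and 50 called when adjusted over the list alone). Against L-cysteine 38 were called, 25 higher and 13 lower (65.8% higher, and 38 when adjusted over the list alone). The latter count was 21 without urea replicate 2. In UMA302, 76 genes were tested, and 38 were called on urea against complex nitrogen, 27 higher and 11 lower (71.1% higher, and 38 when adjusted over the list alone). That count was 24 without control replicate 1 and 23 without control replicate 2. Between urea and L-cysteine, UMA302 had 39 called genes, 15 higher and 24 lower (38.5% higher, and 38 when adjusted over the list alone). The list comes from a figure and was used for counting only. As a set, the 26 loci that Tables S2, S3 and S7 assign to amino acid biosynthesis were tested with limma's fry (two-sided, Benjamini-Hochberg adjusted over 6 tests). The list holds only loci seen in the proteome, which the paper describes for UMA272 grown on urea or L-cysteine. Such a list can favour loci with higher expression on these sources, which limits the test against complex nitrogen. Against complex nitrogen the set was higher on urea in all 3 strains, with an adjusted p of 0.0312 each. Its median log2 fold change was 0.79 in UMA272 (24 of 26 loci higher), 0.38 in UMA299 (19 higher) and 0.38 in UMA302 (19 higher). Against L-cysteine, the adjusted p was 0.0312 in UMA299 (median 0.54, 21 higher), 0.0643 in UMA272 (median 0.28, 20 higher) and 0.0891 in UMA302 (median -0.25, 9 higher). With camera, which presets a correlation between loci, the adjusted p values were 0.000468, 0.0439 and 0.0439 against complex nitrogen. Against L-cysteine camera gave 0.0102 in UMA299, 0.0410 in UMA272 and 0.219 in UMA302. All of its calls hold under fry except UMA272 against L-cysteine. With a block for the replicate number, the fry calls of all 3 strains against complex nitrogen were lost (adjusted p = 0.0657 each, fry). That of UMA299 against L-cysteine was lost too (0.0657). Without 1 library, fry calls were lost in every strain. In UMA272 against complex nitrogen this was so without control replicate 1 (adjusted p = 0.113, fry), control replicate 2 (0.155), urea replicate 1 (0.0725) or urea replicate 2 (0.0590). In UMA299 both calls were lost without control replicate 1 (0.113), control replicate 2 (0.155), L-cysteine replicate 1 (0.116) or L-cysteine replicate 2 (0.0896 against complex nitrogen, 0.114 against L-cysteine). In UMA302 the call was lost without control replicate 1 (0.113), control replicate 2 (0.155), L-cysteine replicate 1 (0.0560), L-cysteine replicate 2 (0.0896) or urea replicate 1 (0.0725). UMA272 against L-cysteine was called without L-cysteine replicate 1 (0.000364) or L-cysteine replicate 2 (0.00672).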

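For the 12 loci of valine, leucine and isoleucine biosynthesis, urea against complex nitrogen gave z-scores of 2.60 in UMA272 (9 higher, 0 lower), 1.15 in UMA299 (5 higher, 1 lower) and 2.02 in UMA302 (8 higher, 1 lower). Without urea replicate 2 the UMA299 value was 0.58. With a threshold of 1 on the absolute log2 fold change it was 0. For L-cysteine against complex nitrogen the values were 2.89, -0.29 and 1.44. The UMA299 value was 0.29 without control replicate 2 and 0 without L-cysteine replicate 1, L-cysteine replicate 2, urea replicate 1 or urea replicate 2.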

Interestingly, urea metabolism upregulates branched-chain amino acids (BCAA) biosynthesis in all strains relative to the complex control (z score range = 0.87–2.31) (Figure 5C and Table S14). The BCAAs valine, leucine, and isoleucine promote insulin secretion and β-cell mass expansion required for mTORC1-driven postnatal growth.^24^ These amino acids are not synthesized by the infant host and is therefore essential to obtain these exogenously to satisfy metabolic requirements.

Tryptophan is a precursor of serotonin and thus critical for central nervous system development as it modulates infant behavior.^25^ Accordingly, biosynthetic pathways for this essential amino acid are identically upregulated by the three *B. infantis* strains subsisting on urea relative to the complex nitrogen control (z = 1.34). 

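Of the 5 loci of tryptophan biosynthesis, 4 were called as higher on urea than on complex nitrogen in UMA272 (z = 1.79), and 3 each in UMA299 and UMA302 (z = 1.34 in both). No locus was called as lower. DESeq2 gave 1.34 in UMA272.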

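L-cysteine against complex nitrogen gave tryptophan z-scores of 2.24 in UMA272 (5 loci higher), 1.34 in UMA299 (3 higher) and 1.79 in UMA302 (4 higher), with no locus lower. The UMA272 value was 1.34 without control replicate 1 and 0.89 without control replicate 2 or L-cysteine replicate 1. In UMA302 it was 0.89 without control replicate 1, control replicate 2, L-cysteine replicate 1 or L-cysteine replicate 2.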

Interestingly, L-cysteine induced the same upregulation pattern relative to the control conditions (z = 1.34). Furthermore, lysine biosynthesis was upregulated in all *B. infantis* strains while utilizing urea (z = 0.53–1.87) relative to the complex control with a similar pattern observed with L-cysteine.

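For the 14 loci of lysine biosynthesis, urea against complex nitrogen gave z-scores of 1.87 in UMA272 (8 higher, 1 lower), 1.34 in UMA299 (7 higher, 2 lower) and 0.53 in UMA302 (5 higher, 3 lower). The UMA302 value was 0.27 without control replicate 1, L-cysteine replicate 2 or urea replicate 1, -0.53 without control replicate 2 and 0 without L-cysteine replicate 1. For L-cysteine against complex nitrogen the values were 1.60, 0.80 and 0.53. In UMA272 this was 0.80 without control replicate 1 or L-cysteine replicate 1 and 1.07 without control replicate 2. In UMA299 it was 0.53 without control replicate 1. In UMA302 it was 0.27 without control replicate 2 and 0.80 without L-cysteine replicate 1, L-cysteine replicate 2, urea replicate 1 or urea replicate 2.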

Consistent with the transcriptome data, the labeled proteome included proteins involved in L-lysine biosynthesis such as 4-hydroxy-tetrahydrodipicolinate reductase, further confirming that urea nitrogen is incorporated into lysine biosynthesis in *B. infantis* (Table S3). Similar to tryptophan, lysine is an essential amino acid and was previously demonstrated that ^15^Nfrom isotopically-labeled urea is integrated into lysine and subsequently transferred to the infant.^26,27^ This is consistent with the evidence presented herein for bifidobacterial-mediated UNR.

### Urea metabolism elicits strain-level variation in amino acid biosynthesis

Urea induces all *B. infantis* strains to synthesize BCAAs, and nitrogen limiting conditions (i.e. urea or L-cysteine) induce trypothan and lysine biosynthetic pathways. Strain-dependent variation, however, was observed for most amino acids during urea metabolism compared to L-cysteine (Figure 5C). *B. infantis* UMA272 and *B. infantis* UMA299 exhibit similar trends for several amino acid pathways. Accordingly, tyrosine, phenylalanine, arginine, proline, and methionine biosynthesis pathways are upregulated by urea (z = 0.3–2.71). However, the overlapping pathway for arginine/proline and methionine biosynthesis are downregulated in *B. infantis* UMA302 (z = −1.81 andz = −1.22, respectively). 

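Between urea and L-cysteine, the arginine and proline pathway (11 loci) had z-scores of 0.60 in UMA272 (3 higher, 1 lower) and 2.71 in UMA299 (9 higher, 0 lower). Without L-cysteine replicate 2 the UMA272 value was -0.30, and without urea replicate 2 the UMA299 value was 1.21. Methionine biosynthesis (6 loci) gave 0.82 in both strains, with 3 loci higher and 1 lower. In UMA272 this was 0.41 without L-cysteine replicate 2. In UMA299 it was 0 without L-cysteine replicate 2 or urea replicate 2 and 0.41 without L-cysteine replicate 1 or urea replicate 1. Tyrosine and phenylalanine biosynthesis (8 loci) gave 1.06 in UMA272 (4 higher, 1 lower) and 0.71 in UMA299 (2 higher, 0 lower). The former was 1.77 without urea replicate 1 and the latter 0.35 without urea replicate 2.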

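In UMA302, the arginine and proline pathway had a z-score of -1.81 for urea against L-cysteine, with 0 loci higher and 6 lower. Methionine biosynthesis gave -1.63, with 0 higher and 4 lower, and -0.82 without urea replicate 1. Tyrosine and phenylalanine biosynthesis gave -1.06, with 0 higher and 3 lower. It was 0 without control replicate 1, control replicate 2, L-cysteine replicate 1 or L-cysteine replicate 2.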

Urea metabolism leads to upregulation in serine, glycine, and threonine biosynthesis in UMA272 (z = 0.35) and UMA302 (z = 0.35), with these pathways remaining constant in UMA299. 

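For the 8 loci of serine, threonine and glycine biosynthesis, urea against L-cysteine gave a z-score of 0.71 in UMA272 and in UMA302 (3 higher and 1 lower in each) and 0 in UMA299 (2 higher, 2 lower). DESeq2 gave 0.35 in UMA272 and in UMA299. The UMA272 value was 0.35 without control replicate 1, control replicate 2, urea replicate 1 or urea replicate 2, and 0 without L-cysteine replicate 2. The UMA302 value was 0.35 without control replicate 1, control replicate 2, L-cysteine replicate 1 or L-cysteine replicate 2, and 0 without urea replicate 1. In UMA299 it was 0.35 without control replicate 1 or control replicate 2 and -0.35 without L-cysteine replicate 2.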

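Asparagine biosynthesis is drawn with 1 locus in Fig. S11. Between urea and L-cysteine it was called as lower on urea in UMA272 and in UMA302 (z = -1.00 in each) and was not called in UMA299 (z = 0). DESeq2 gave the same 3 values. The UMA272 call was lost, for a z-score of 0, without L-cysteine replicate 1, urea replicate 1 or urea replicate 2, and with a threshold of 1 on the absolute log2 fold change.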

The asparagine biosynthesis pathway remains unchanged for UMA272 and UMA299, with UMA302 experiencing downregulation during urea metabolism (z = −1.00). UMA299 upregulates aspartate biosynthesis in response to urea (z = 0.71), whereas UMA272 and UMA302 do not.

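Of the 2 loci of aspartate biosynthesis, 1 was called as higher and 0 as lower on urea than on L-cysteine in UMA299 (z = 0.71), and without urea replicate 2 the value was 0. UMA272 had 1 higher and 1 lower (z = 0). That value was 0.71 without L-cysteine replicate 2, urea replicate 1 or urea replicate 2. In UMA302, 0 loci were called by edgeR and 0 by DESeq2 (z = 0), and the value was -0.71 without urea replicate 1.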

### Urea nitrogen utilization modulates carbohydrate transcriptional programs

Urea metabolism increases carbon flux through secretion of acetate, formate, and ethanol at the expense of lactate, potentially regulated at gene transcription. Bifidobacterial central fermentative pathway involves enzymes encoded by 16 putative genes (Fig. S12).^8^ 

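The 16 fermentation loci were read from Fig. S12 and used for counting only, and all 16 were tested in each strain. For urea against complex nitrogen, 7 were called in UMA272 and 10 in UMA302, all with higher expression on urea. When adjusted over the list alone, 7 and 11 were called, and DESeq2 called 9 and 11. In UMA272 the count lay between 5 and 9 with 1 library left out. In UMA302 it was 2 without control replicate 1 and 3 without control replicate 2, and 15 without urea replicate 2.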

During urea utilization, UMA272 and UMA302 exhibit 8 and 10 DEGs of the 16 fermentative genes respectively compared with complex nitrogen, which are all upregulated during urea utilization. UMA299, in contrast, upregulates 8/14 DEGs under the same conditions, with the remaining 6 DEGs downregulated.

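In UMA299, 13 of the 16 loci were called for urea against complex nitrogen, 8 with higher and 5 with lower expression on urea. The count was 13 when adjusted over the list alone and 13 by DESeq2, and it was 12 or 13 with any library left out.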

The majority of DEGs identified in comparing urea against L-cysteine growth represent upregulated genes (UMA 272, 5/6; UMA302, 3/3; UMA299, 10/10). This suggests a physiological imperative to increase carbohydrate metabolism during urea utilization beyond that of a defined nitrogen source. 

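Between urea and L-cysteine, UMA299 had 11 called loci, all higher on urea, and 11 when adjusted over the list alone. UMA302 had 4, all higher, and 3 when adjusted over the list alone. UMA272 had 6, of which 5 were higher and 1 lower, and 2 when adjusted over the list alone. DESeq2 called 11, 4 and 6 loci. The UMA272 count was 3 without control replicate 1, control replicate 2, urea replicate 1 or urea replicate 2, 10 without L-cysteine replicate 1 and 2 without L-cysteine replicate 2. It was also 3 when only urea and L-cysteine libraries entered the fit. The UMA302 count was 7 without urea replicate 1 (3 of them higher on urea) and 8 without urea replicate 2. In UMA299 it stayed between 8 and 11.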

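Blon_1731 was at 1740 ± 103 CPM (SD, n = 2) on urea and 930 ± 26.7 (SD, n = 2) on complex nitrogen in UMA272, a log2 fold change of 0.90 (standard error 0.267, adjusted p = 0.0140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost without control replicate 1 (0.87, adjusted p = 0.0853), control replicate 2 (0.93, adjusted p = 0.0665) or urea replicate 2 (0.83, adjusted p = 0.0689). UMA299 had 1568 ± 16.3 (SD, n = 2) and 674 ± 65.2 CPM (SD, n = 2), for 1.22 (standard error 0.154, adjusted p = 1.97e-05 from the same edgeR test with Benjamini-Hochberg adjustment). In UMA302 the values were 1880 ± 221 (SD, n = 2) and 992 ± 32.3 CPM (SD, n = 2), for 0.92 (standard error 0.185, adjusted p = 0.00371 from the same edgeR test with Benjamini-Hochberg adjustment), which was not called without control replicate 1 (0.89, adjusted p = 0.0603). Against L-cysteine the log2 fold changes were 0.04 in UMA272 (adjusted p = 0.907), 0.70 in UMA299 (adjusted p = 0.00224) and 0.95 in UMA302 (adjusted p = 0.00197).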

Blon_1731 encodes an acetate kinase that converts acetyl-CoA to acetate and is upregulated in the all strains during urea utilization relative to the complex nitrogen (log2FC range = 0.80–1.21, FDR <0.05). This is consistent with the shift toward greater acetate/lactate production ratio (Figure 3A).

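For Blon_1715, UMA272 had 14367 ± 3952 CPM (SD, n = 2) on urea, 2356 ± 549 (SD, n = 2) on complex nitrogen and 2538 ± 927 (SD, n = 2) on L-cysteine. The log2 fold changes were 2.61 and 2.50 (adjusted p = 0.000180 and 0.000316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In UMA299 the locus was at 2976 ± 56.7 CPM (SD, n = 2) on urea, 1968 ± 275 (SD, n = 2) on complex nitrogen and 1021 ± 139 (SD, n = 2) on L-cysteine, for 0.60 and 1.54 (adjusted p = 0.0103 and 3.86e-05). The call against complex nitrogen was lost without control replicate 1 (0.46) or urea replicate 1 (0.58), and under 1 fit over the 3 strains (0.55).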

Urea promotes greater formate secretion (Figure 3B and Fig. S1C) and both UMA272 and UMA299 upregulated a formate acetyltransferase gene (Blon_1715) regardless of the transcriptome comparison. In contrast, UMA302 did not exhibit the same expression modulation. 

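UMA302 had 3731 ± 1846 CPM (SD, n = 2) of Blon_1715 on urea, 2778 ± 328 (SD, n = 2) on complex nitrogen and 4670 ± 1104 (SD, n = 2) on L-cysteine. The log2 fold changes were 0.43 (adjusted p = 0.357) and -0.32 (adjusted p = 0.444, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both are within the spread between the urea libraries. Without urea replicate 2 the locus was called as higher against complex nitrogen (0.86), and without urea replicate 1 as lower against L-cysteine (-0.95).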

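For urea against complex nitrogen, Blon_2241 rose from 418 ± 56.3 to 1537 ± 726 CPM (SD, n = 2) in UMA272, a log2 fold change of 1.88 (standard error 0.310, adjusted p = 0.000495 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In UMA299 it rose from 162 ± 7.55 to 405 ± 31.1 CPM (SD, n = 2), for 1.32 (standard error 0.144, adjusted p = 5.65e-06 from the same edgeR test with Benjamini-Hochberg adjustment). In UMA302 the change was -0.14 (adjusted p = 0.519). Both calls held with any library left out.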

Greater ethanol secretion occurs during urea utilization, with a putative aldehyde-alcohol dehydrogenase (Blon_2241) upregulated by *B. infantis* UMA 272 and UMA299 relative complex nitrogen. Moreover, *B. infantis* UMA272 upregulated this gene during urea metabolism relative to L-cys utilization (FDR < 0.05).

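On L-cysteine, Blon_2241 was at 626 ± 103 CPM (SD, n = 2) in UMA272, and the log2 fold change of urea against L-cysteine was 1.30 (standard error 0.304, adjusted p = 0.00523 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.11 and not called without L-cysteine replicate 2 (adjusted p = 0.0581), and 0.70, still called, without urea replicate 2. UMA299 had 310 ± 26.7 CPM (SD, n = 2) on L-cysteine, for a log2 fold change of 0.38 (adjusted p = 0.0365). That call was lost without L-cysteine replicate 1 (0.48), L-cysteine replicate 2 (0.30), urea replicate 1 (0.46) or urea replicate 2 (0.30), and when only urea and L-cysteine libraries entered the fit (0.33). It was also lost under 1 fit over the 3 strains (0.31) and with a replicate block (0.39). UMA302 showed -0.09 (adjusted p = 0.667).

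**Figure D2:**
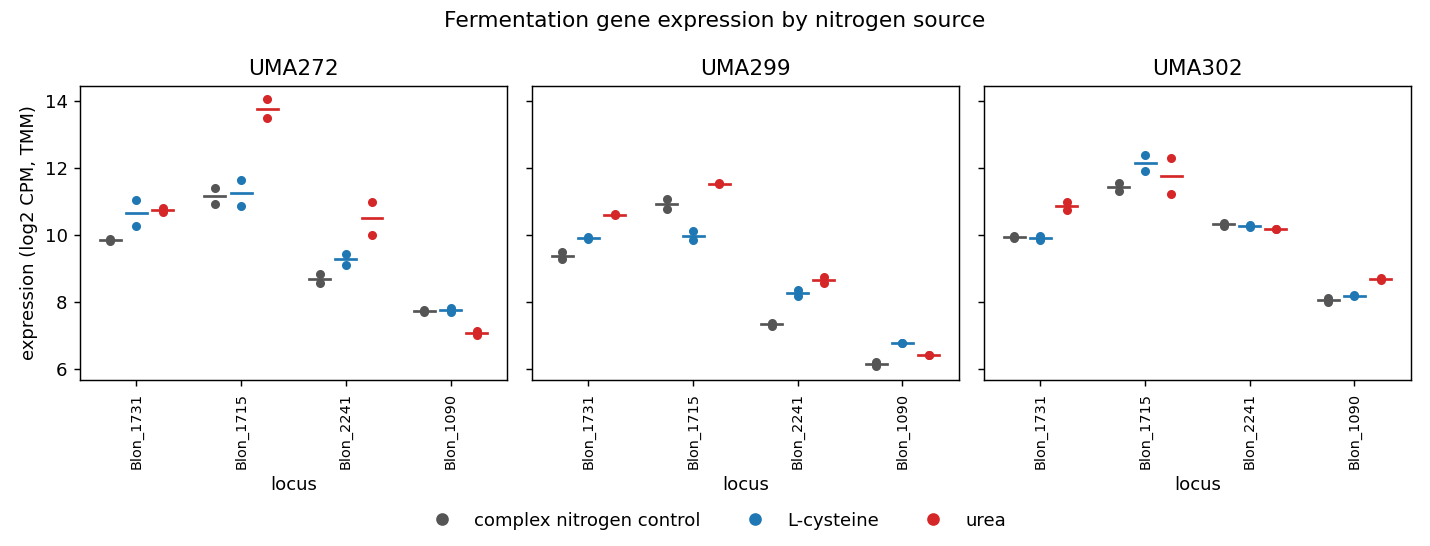
Expression (log2 CPM after TMM scaling) of Blon_1731, Blon_1715, Blon_2241 and Blon_1090, the last a lactate dehydrogenase, in UMA272, UMA299 and UMA302. Each point is 1 library on complex nitrogen (grey), L-cysteine (blue) or urea (red), and short lines are the means of both replicates.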

### Specific physiological networks are enriched during urea utilization

A Gene Ontology (GO) enrichment analysis was performed to determine biological processes, metabolic function, or cellular components predicted to respond to urea utilization. Comparisons were performed between cells growing on urea relative to the positive control (i.e. complex nitrogen) (Table S15), between urea and L-cysteine (Table S16), and between L-cysteine and the positive control (Table S17). In the comparison between urea and complex nitrogen, all 9 GO terms that were differentially expressed were upregulated for UMA272, whereas 6/9 differential GO terms were upregulated for UMA302, and 11/16 were significantly increased for UMA299 (Fig. S13A-C and Table S15).

More specifically, UMA272 significantly increased transport overall (z = 2.36, *p* < 0.05). This includes carbohydrate transport (z = 1.63, *p* < 0.05), nickel cation transmembrane transport (z = 1.89, *p* < 0.05), and divalent inorganic cation transport (z = 1.63, *p* < 0.05). This indicates a pivot toward acquiring extracellular molecules to efficiently utilize urea and supplement physiological needs on the defined substrate. This includes nickel capture and translocation, which is essential for urease function. 

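The gene ontology tables of the transcriptome were not used here. Tables S2, S3 and S7 assign 6 loci to glycolytic processes, a list of loci seen in the proteome. For urea against complex nitrogen, all 6 were called in UMA299, 3 with higher and 3 with lower expression on urea, and 6 when adjusted over the list alone. Their mean log2 fold change was 0.17 and their median -0.13. With 1 library left out that mean lay between 0.04 and 0.29. In UMA302, 5 were called, all higher (6 when adjusted over the list alone), with a mean of 0.92, and the loci ranged from 0.46 to 1.73. The UMA302 count was 1 without control replicate 1 or control replicate 2 and 3 without L-cysteine replicate 1 or L-cysteine replicate 2. UMA272 had 2 called loci, both higher, 2 when adjusted over the list alone, and a mean of 0.63. Without L-cysteine replicate 1 or L-cysteine replicate 2 it had 3.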

Glycolytic processes were increased for both *B. infantis* UMA299 (z = 0.32, *p* < 0.05) and *B. infantis* UMA302 (z = 2.53, *p* < 0.05), potentially linked to the increased demand for ATP or providing carbon backbones for amino acid biosynthesis. The DNA stress response (i.e. SOS) was significantly increased (z = 0.95, *p* < 0.05) for *B. infantis* UMA299, indicating that a signal cascade was initiated by the stress of the less-efficiently utilized urea.

The comparison between urea and L-cysteine was performed to exclude a general response to a defined and limiting nitrogen source. Consistent with the urea-complex nitrogen comparison, general transport systems were significantly increased while UMA272 metabolized urea relative to L-cysteine (z = 0.83, *p* < 0.05). In contrast, *B. infantis* UMA299 significantly decreased general transport systems and amino acid transmembrane transport urea utilization in the same comparison (z = −1.34 and z = −1.44, *p* < 0.05) (Figure S13D-E and Table S16).

### The *B.* *infantis* metabolome responds to nitrogen sources

Mass spectrometry-based metabolomics was used to determine specific intracellular metabolite signatures during nitrogen utilization. This non-targeted approach identified 125 metabolites across all samples. The metabolomes distinctly segregated according to nitrogen source when subjected to partial least squares discriminant analysis (PLS-DA) (Figure 6A and Fig. S14). The R^2^ (0.89 for component 1, 0.98 for component 2) and Q^2^ (0.74 for component 1, 0.91 for component 1) values calculated by leave-one-out cross-validation to confirm the PLS-DA model to ascertain differential metabolites profiles (Table S18). Significant differential metabolites were identified with a Variable Importance in Projection (VIP) score on component 1 > 1.0 combined with FDR <0.05. In total, seven metabolites were identified as significant differential metabolite between urea and L-cysteine Figure 6C-D.

**Figure 6.**
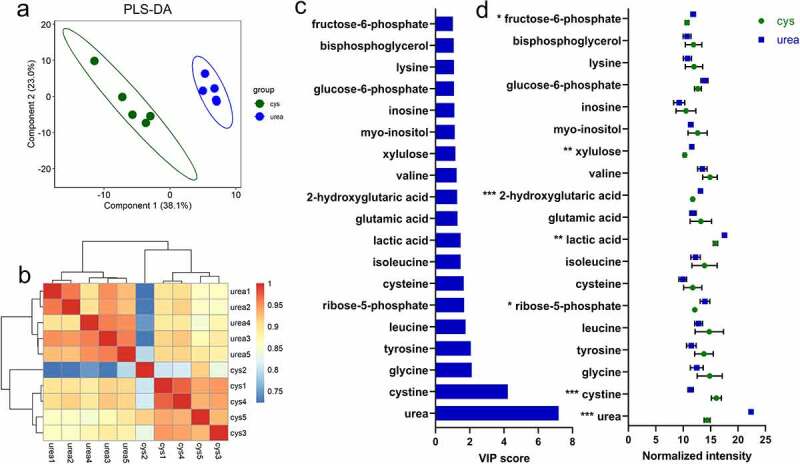
**The *B. infantis* metabolome during urea nitrogen utilization**. Partial least squares-discriminant analysis (PLS-DA) **(a)**, hierarchical clustering of metabolomes during urea and L-cysteine nitrogen utilization **(b)**, discriminatory metabolites with Variable Importance for projection (VIP) score ≥1 **(c)**, and normalized intensity of differential metabolites while *B. infantis* utilized urea as a nitrogen source (mean ± SD) **(d)**. Five biological replicates were evaluated, unpaired t-tests were performed, and *P* values adjusted by the Benjamini–Hochberg method. *, p < 0.05, **, p < 0.01, ***, p < 0.001.

Urea exhibits the highest VIP score indicating that it is a key metabolite responsible for metabolome variation. Accordingly, urea was significantly more abundant (normalized intensity) when *B. infantis* subsisted on urea compared to L-cysteine (*p* < 0.05). This indicates that urea is translocated intracellularly prior to ureolytic degradation as was hypothesized. Cystine represents the second highest VIP score responsible differentiation of urea and L-cysteine metabolome profiles. Cystine is an oxidized dimer formed from two cysteine molecules. Cystine was significantly higher when *B. infantis* subsisted on L-cysteine compared to urea, representing a metabolic signature for L-cysteine nitrogen metabolism in *B. infantis*.

Interestingly, most differentially expressed metabolites (>57.0%) between urea and cysteine were identified as carbon metabolism metabolites, including fructose-6-phosphate, xylulose, lactic acid, and ribose-5-phosphate. All four metabolites were significantly increased when *B. infantis* subsisted on urea, indicating an increase in carbon metabolism during urea utilization despite utilizing the same carbohydrate source. This is consistent with the transcriptome in that a general upregulation of carbon metabolism genes was observed during urea utilization. Moreover, ^15^N-labeled proteins involved in carbohydrate degradation were identified (Table S3). In summation, urea nitrogen metabolism is interconnected with carbon metabolism and urea utilization generally increases flux through carbon metabolic pathways compared to L-cysteine nitrogen utilization.

### Urea nitrogen utilization modulates *B.* *infantis* adhesion to Caco-2 cells

The interconnectedness of urea metabolism with *B. infantis* persistence in the breastfed infant gut was evaluated as a function of adhesion to epithelia-derived Caco-2 cells. More specifically, UMA272, UMA299, and UMA302 were subjected to growth on urea as a primary nitrogen source and adherence to a monolayer was determined by a previously developed qRT-PCR method (Figure 7A).^28^ Interestingly, two *B. infantis* strains increased their adherence to host cells significantly while utilizing urea (UMA272: 14.60% ± 3.43% from 8.62% ± 3.54%; UMA302: 17.04% ± 4.14% from 11.50% ± 3.36%) (*p* < 0.05). This indicates that urea metabolism initiates a response that enhances adhesion with implications for infant-microbial interactions. Conversely, *B. infantis* UMA299 significantly reduces its adherence efficiency as a result of utilizing urea nitrogen (5.83% ± 3.04% from 15.89% ± 2.16%) (*p* < 0.05). Again, this divergent phenotype is consistent with other interactions between the strain and human milk molecules.

**Figure 7.**
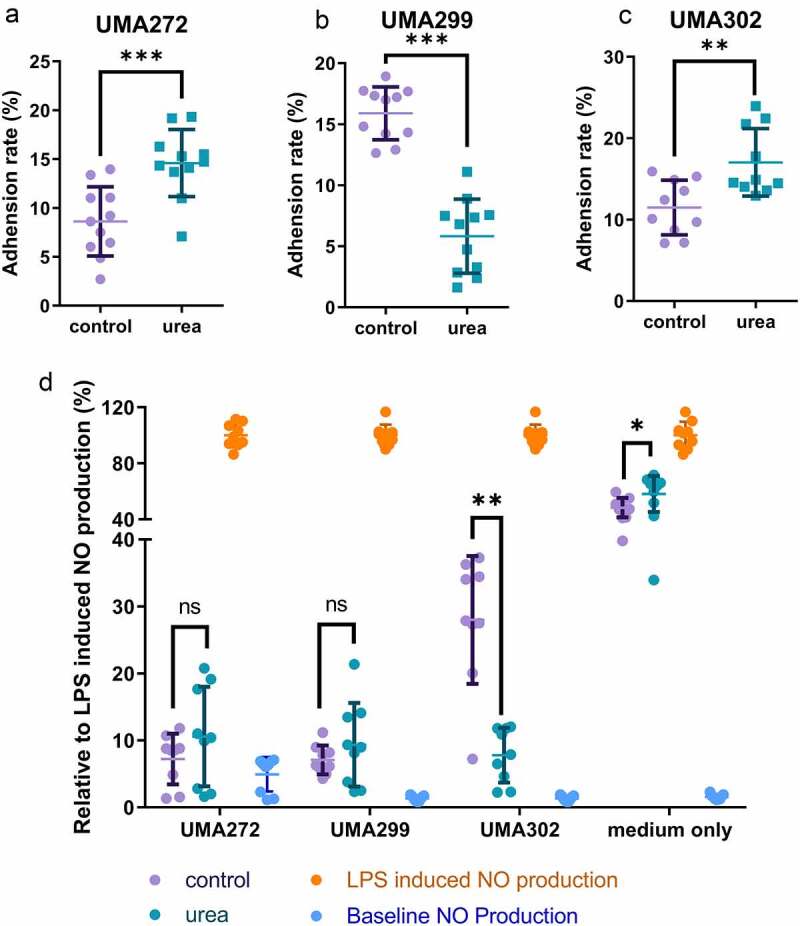
Interactions with host cells while *B. infantis* utilizes urea nitrogen. Adhesion to Caco-2 cells were assessed for *B. infantis* strains utilizing urea nitrogen including UMA272 (A), UMA299 (B), and UMA302 (C). Mitigation of LPS-induced inflammation as measurred by nitric oxide production (D). Results are presented as mean ± SD from three independent experiments (9–11 biological replicates total). Unpaired or Welch’s t-test was performed to compare urea and control conditions. *, *p* < 0.05, **, *p* < 0.01, ***, *p* < 0.001.

### Urea promotes *B.* *infantis* anti-inflammatory properties in an *in* *vitro* host-microbe model

An *in vitro* cell culture model was used to investigate if urea metabolism impacts inflammatory outcomes in the host. This model leverages the contributions nitric oxide (NO) makes to the inflammatory response. Lipopolysaccharide (LPS) significantly increases NO production by 34.62-fold in RAW 264.7 cells and provides the baseline to which experimental conditions were compared (Figure 7B). Spent culture collected at stationary phase from both urea and complex nitrogen significantly decreased LPS-induced NO production in a dose-dependent manner (*p* < 0.05) (Figure 7B and Figure S15). A total of 15% spent culture media from all three strains fully mitigated LPS-induced NO production and thus inflammation (Figure 7B). This indicates that bifidobacteria exert a general anti-inflammatory effect under the conditions tested. Interestingly, *B. infantis* UMA302 utilizes urea most efficiently (Figure 1C), while also significantly decreasing inflammation. It is notable, for UMA302, lactate dehydrogenase (Blon_1090) was significantly upregulated by urea nitrogen metabolism (log2FC = 0.47, FDR <0.05). This is a key gene for indolelactic acid biosynthesis which contributes to *B. infantis* anti-inflammatory properties^29^ In aggregate, when *B. infantis* utilizes urea it produces metabolites that potentiates a stronger anti-inflammatory effect than under control conditions.

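Blon_1090 was at 413 ± 13.5 CPM (SD, n = 2) on urea in UMA302, 268 ± 14.6 (SD, n = 2) on complex nitrogen and 292 ± 2.30 (SD, n = 2) on L-cysteine. The log2 fold change was 0.63 against complex nitrogen (standard error 0.155, adjusted p = 0.00988) and 0.50 against L-cysteine (standard error 0.155, adjusted p = 0.0196, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first call was lost without control replicate 1 (0.68) or control replicate 2 (0.57). The second was lost without control replicate 1 (0.50), control replicate 2 (0.50), L-cysteine replicate 1 (0.51) or L-cysteine replicate 2 (0.45), and when only urea and L-cysteine libraries entered the fit (0.50). In UMA272 the locus was lower on urea, at -0.64 against complex nitrogen (adjusted p = 0.00449) and -0.69 against L-cysteine (adjusted p = 0.00389). UMA299 showed 0.27 against complex nitrogen (adjusted p = 0.124) and -0.37 against L-cysteine (adjusted p = 0.0418). The latter was not called by DESeq2 (-0.36), nor without L-cysteine replicate 1 (-0.38), L-cysteine replicate 2 (-0.37), urea replicate 1 (-0.38) or urea replicate 2 (-0.37), nor with a replicate block (-0.37).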

## Discussion

Scientific characterization of bifidobacterial metabolism is largely restricted to interactions with carbohydrates, and thus carbon utilization has been the central focus to date. Accordingly, *B. infantis* consumption of indigestible oligosaccharides secreted in human milk represents a key paradigm in dietary interactions with host-microbial systems early in life, and potentially throughout human development. Dietary nitrogen, conversely, remains understudied as it pertains to specific microbial populations that assemble in consortia along the GIT. Thus urea nitrogen delivered in relatively high concentrations in human milk is a potential source of nitrogen to microbiota and their infant host.

*B. infantis* strains harness exogenous urea as evidenced by their growth phenotype on this substrate. This is accomplished through a chromosomally encoded urease gene cluster which catalyzes the rate-limiting hydrolytic step to deliver ammonia to downstream anabolism. Accordingly, the broad distribution of isotopically labeled urea nitrogen throughout the proteome clearly demonstrates utilization. Inter-strain variation is evident in the transcriptional response during urea utilization, with urease-associated genes upregulated universally. Furthermore, preliminary *in vitro* impacts on host-microbial interactions suggest strain variation in adherence to cellular surfaces and mitigation of LPS-induced inflammation.

We previously documented the urease gene cluster as a conserved feature of the *B. infantis* genome which, along with the high concentration of urea in human milk, prompted the hypothesis that urea nitrogen is salvaged by *B. infantis* in the breast-fed infant gut.^6,8^ This was further informed by the analogous process described in ruminant mammals, albeit performed within a vastly divergent gastrointestinal tract.^30^ Furthermore, urease gene signatures are significantly enriched in the metagenomes of Malawian and Amerindian infants.^31^ This suggests that commensal ureases may have had a functional role in human development or, alternatively, signals importance in other geographic/genetic contexts distinct from westernization. In an independent and parallel effort, *B. infantis* ATCC17930 (i.e. the parent strain of UMA299) was demonstrated to grow on urea as a primary nitrogen source^32^ which is consistent with the findings presented herein. Interestingly, urease genes are overrepresented in the breastfed infant gut microbiome relative to formula-fed infants in an analysis of metagenomic databases.^32^ This indicates a link with microbial ureases and exogenous urea delivered early in life and moreover suggests a functional role within the infant gut environment. In addition, *B. infantis* exhibits significantly lower urease activity relative to bacterial pathogens that deploy urease as a virulence factor.^33,34^ This includes *Helicobacter pylori* which secretes ammonia extracellularly to increase local pH in their microenvironmental to promote fitness.^33^ In contrast, *B. infantis* liberates ammonia from urea to be assimilated into amino acids as evidenced by the ^15^N-labeled proteome analysis. Providing the infant with nitrogenous products derived from urea nitrogen (e.g. BCAAs) through either secretion or cell lysis represents a potential significant beneficial function within the gut.

*B. infantis* L-cysteine auxotrophy is a minor challenge in defining nitrogen utilization phenotypes. It is difficult to disentangle its utility as a nitrogen source fed into general anabolism from its value as an essential monomer in protein biosynthesis. This is further exacerbated by *in vitro* microbiological approaches that investigate large clonal populations that cannot account for metabolic heterogeneity. Although cells are designated within a crude growth cycle stage (e.g. mid-exponential), individual cells are in different stages of development and exhibit divergent phenotypes.^35^ Thus defining an appropriate limiting L-cysteine concentration is tuned against the aggregate physiology of the culture and this amino acid could supplement a diminished fraction of nitrogen demand. Nevertheless, the controlled experiments demonstrate that urea nitrogen is utilized. Most importantly, isotopically labeled urea nitrogen is incorporated into the proteome to *incisively* demonstrate this phenotype excludes other explanations for the growth. Single-cell approaches would add a measure of granularity, albeit only to further refine the phenotype in a system that possesses other inherent caveats and limitations. Thus the conclusion would remain unchanged, *B. infantis* utilizes urea nitrogen and transforms it into products usable by heterologous members of the microbiome and the infant host.

*B. infantis* utilization of urea nitrogen enables novel research and applications in infant and human nutrition in general. The initial opportunity is to reconsider human milk substitute formulations and other nutritional interventions to account for host-microbial nitrogen cycling in concert with other factors, including HMOs. This will be further informed by identifying target infant populations that could benefit by leveraging microbiota-mediated urea nitrogen recycling. This precision nutrition approach necessitates further fundamental studies on *B. infantis* nitrogen utilization phenotypes, the mechanisms deployed by heterologous microbiota participating in nitrogen cycling, as well as the interface that the emergent physiology of the microbiome presents to its infant host.

As breast milk provides adequate protein nitrogen that remains stable despite maternal nutritional status,^36,37^ additional or alternative impacts of bifidobacterial-mediated urea nitrogen salvaging are possible. This includes resolving to what degree urea produced endogenously from infant nitrogen homeostasis is salvaged. In addition, *B. infantis* might also recycle nitrogen to urea as evidenced by the increase in intracellular urea while *B. infantis* utilized the L-cystine medium compared to the complex nitrogen control. Although this remains hypothetical in the absence of canonical genes attributed to the urea cycle in other organisms. Moreover, access to modern medical and nutritional practices may diminish the role of urea nitrogen recycling in certain infant populations. In addition, urea nitrogen salvaging may benefit the human host indirectly through promoting syntrophic interactions with microbiota populations that produce quantifiable soluble products for host use or signaling. This intriguing hypothesis entails bifidobacterial nitrogen salvaging initiating a response that directs microbiome function with downstream consequences to the immune system, the gut-brain axis, and other host-microbial interactions in addition to nitrogen metabolism.

## Materials and methods

### Routine bacterial propagation and growth phenotype assay

Bifidobacteria were grown on de Mann-Rogosa-Sharp (MRS) broth supplemented with 0.05% w/v L-cysteine (Sigma-Aldrich) and incubated in a vinyl anaerobic chamber (Coy Laboratory Products) at 37°C (5% CO_2_, 5% H_2_, and 90% N_2_). Bacteria were sub-cultured twice in MRS medium prior to each assay.

To test nitrogen utilization, modified MRS medium (mMRS) was prepared with lactose (2%), dipotassium phosphate (0.2%), magnesium sulfate (0.02%), manganese sulfate (0.005%), sodium acetate (0.5%), tween-80 (0.1%), and supplemented with either urea or complex nitrogen (i.e. peptone, yeast extract, and ammonia citrate) as the positive control. All media was supplemented with 0.03–0.04% w/v L-cysteine,^38^ which is an essential amino acid that L-cysteine auxotroph *B. infantis* requires and could grow on as a nitrogen source (Fig. S16). Overnight culture was inoculated at 1% into 96-well microtiter plates and cell growth was monitored in real time by assessing optical density at 600_nm_ on a BioTek PowerWave HT plate reader every 15 min preceded by 5 seconds shaking. Three biological replicates and three technical replicates were performed per experimental condition. Bacterial growth kinetics were calculated using Wolfram Mathematica 10.3 Student Edition with the equation below.^39^ Tc is the inflection point indicating the time to reach the highest growth rate. ΔOD_asym_ is the growth level at stationary phase with k representing the growth rate.

$\Delta OD\left(t\right)\;=\;\Delta ODasym\;\;[\frac{1}{1+\exp\left[k\left(tc-t\right)\right]}-\frac{1}{1+exp\left(ktc\right)}]$

### Urease activity and ammonia concentration assays

Urease activity was assayed by the phenol-hypochlorite method.^40^ Cells pellets were harvested at exponential phase, washed 3× with chilled 25 mM pH 7.0 HEPES (Fisher), and resuspended (1 mL) prior to transfe to a lysing matrix E tube (MP Biomedicals). Bead-beating was performed on a FastPrep-24™ 5 G homogenizer (MP Biomedicals) at 3.5 m/s for 30s (3×) and chilled between rounds. Cell lysates were harvested by centrifugation (16,200 × G, 3 min, 4°C). Lysate protein concentrations were measured using Pierce BCA protein Assay kit (Thermo-Scientific) on a Nanodrop spectrophotometer (Thermo Scientific).

20 µL of lysate was incubated in 20 µL urea buffer (25 mM HEPES [pH 7.0] and 300 mM urea) at 37°C for 30 min. 75 µL of phenol with nitroprusside (Sigma-Aldrich) was added to quench the reaction. An equal volume of alkaline hypochlorite (Sigma-Aldrich) was added and mixed. After incubation at 37°C for 30 min, absorbance at 620_nm_ was measured using a plate reader (SpectraMax i3×, Molecular Devices). The concentration of ammonia liberated was calculated from a standard curve (0.0–5.0 mM). Urease activity was defined as nanomoles of ammonia/minute/milligram of protein. To mitigate the influence of ammonia released from urease-independent reactions, cell lysates were incubated in 25 mM HEPES [pH7.0] (i.e. without urea) with resultant ammonia concentrations subtracted from the experimental samples. Three biological replicates and three technical replicates were performed for each bacterial strain.

Ammonia production was assessed by a colorimetric assay kit according to the manufacturer instructions (BioVision) and performed on 50 μl supernatant collected at early stationary phase of *B. infantis* growth on the mMRS supplemented with urea or peptone (control). An ammonium chloride standard curve was used to calculate concentration on four biological replicates and two technical replicates for each strain.

### Fermentative endproduct quantification

The concentration of lactate, acetate, formate, and ethanol were determined by high-pressure liquid chromatography (HPLC) analysis. Cell-free supernatants were obtained at early stationary phase of *B. infantis* growth on the mMRS without sodium acetate supplemented with urea or peptone (control). The supernatant was filtered through a 0.22 µm ﬁlter following centrifugation and stored at −20°C prior to analysis. Analytes were quantified on a Schimadzu HPLC system equipped with a Refractive Index Detector 20A. Separation was performed on an Aminex HPX-87 H column (7.8 mm ID × 300 mm, Bio Rad Laboratories) at 30°C in 5 mM H_2_SO_4_ at a flow rate of 0.6 ml/min. Metabolite concentrations were calculated from curves generated from external standards (Sigma-Aldrich) at six concentrations (0.5, 1, 5, 10, 20, and 50 mM). Four biological replicates and two technical replicates were performed.

### Isotopically-labeled urea proteomics

*B. infantis* UMA272 was subjected to growth on dual-labeled N^15^ urea at 2% (Cambridge isotope) in mMRS supplemented with L-cysteine. Cultures were harvested at mid-exponential phase, centrifuged, and the pellet was washed 3× in PBS and stored at −80°C. The pellet wasr resuspended in 1× SDS lysis and solubilization buffer (Protifi LLC) and sonicated using Bioruptor pico (Diagenode) at high power for 10–15 min (sonication cycle: 30 sec ON, 30 sec OFF). The cell lysate was harvested by centrifugation at 13,000 g for 8 min and protein concentrations measured using the Pierce BCA protein Assay kit (Thermo-Scientific) on a Nanodrop spectrophotometer (Thermo Scientific).

The S-Trap micro universal mass spectrometry sample prep kit (Protifi) was used according to manufacturer instructions. Samples were reduced, alkylated, trypsin digested, and clean-up was performed according to the manufacturer’s instructions. Briefly, 30–40 μg protein was loaded onto the spin column, washed with wash buffer, and mixed with digestion buffer containing mass spectrometry-grade trypsin (Promega) at a 1:50 ratio (wt/wt). Samples were incubated in a water bath at 47°C for 1 hr followed by overnight incubation at 37°C. Peptides were eluted by serial additions of 50 mM TEAB, 0.2% formic acid, and 0.2% formic acid in 50% acetonitrile. Eluted peptides were pooled and evaporated in a SpeedVac to dryness and stored at−80°C until further analysis.

### Mass spectrometry analysis

Tryptic digests were purified with ZIPTIP C18 pipette tips (Merck Millipore) prior to analysis on the Easy-nLC 1000 nanoLC system coupled to a Orbitrap Fusion mass spectrometer (Thermo Scientific). Peptides were separated by a 90-minute gradient of increasing acetonitrile concentration and injected at a rate of 300 nl/min.MS1 data was acquired at 60,000 resolution in the orbitrap and MS/MS data was acquired by selecting the 5 most intense ions for fragmentation, using a nominal CID collision energy of 35%. Data were processed using Proteome Discoverer 2.0 (Thermo Scientific). MS/MS data was queried against a database generated from the uniprot ATCC15697 accession number (https://www.uniprot.org/proteomes/UP000001360, Proteome ID: UP000001360). Peptide and protein identifications were validated with Scaffold (version 4.8.5, Proteome Software Inc.). A -log e score above 2.0 was deemed acceptable for peptide identification by X! Tandem, with greater than 99.0% probability with at least 2 identified peptides was the threshold for protein identification. Peptide probabilities from X! Tandem and Sequest were assigned by the Peptide Prophet algorithm (1, 2). Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principle of parsimony.

Proteins were annotated with Gene Ontology terms using UniProt ID mapping. KEGG metabolic pathway were reconstructed using KO identifiers for each protein mapped on KEGG Mapper. MS/MS data was further analyzed using Peaks studio software (Version 10.5, Bioinformatics solutions Inc.) against ATCC15697 allowing for up to 3 missed cleavages. A mass tolerance of 15 ppm was allowed for precursor ion and 0.5 Da for-fragment ions with peptide hit threshold of ≥20 (−10logP).

A peptide identification filter of FDR 1.0% was set for protein identification based on at least 1 unique peptide for qualitative analysis using the Peaks software package. Cysteine carbamidomethylation was specified as a fixed modification and methionine oxidation and ^15^*N*-labeling as variable modification. Proteins detected in at least two of the biological replicates with high scores was included in the analysis.

### RNA-seq transcriptomics

*mRNA extraction and purification*

Bifidobacteria were harvested at mid-exponential phase and biomass was immediately pelleted at 12,000 g for 1 min, resuspended in 1 ml of RNAlater, and incubated at 4°C overnight and stored at −80°C. Cells were pelleted at 10,000 g for 2 min and washed twice with PBS to remove RNAlater. The Ambion RNAqeous kit (Thermo Fisher Scientific) was used to extract total RNA following manufacturer instructions with the addition of a bead-beating step (FastPrep-24TM 5 G MP Biomedicals Inc). Total RNA was immediately subjected to DNase treatment using 1 μl of DNase I for 30 min. RNA integrity was checked by the High Sensitivity RNA analysis ScreenTape Assay on a Tape Station 2200 (Agilent Technologies). Samples with an RNA integrity number (RIN) above 7 were selected for further processing. Genomic DNA contamination was assessed by quantitative real-time PCR (qRT-PCR) with universal bacterial 16S primers, Uni334F and Uni514R.

*Library construction and sequencing*

Ribosomal RNA was removed using the Ribo-Zero rRNA Removal kit (Illumina) and purified with the RNeasy Minelute Cleanup kit (Qiagen). rRNA depletion efficacy was determined with the High Sensitivity RNA analysis ScreenTape Assay (Agilent Technologies). Whole transcriptome libraries were constructed using TruSeq Stranded mRNA Library Preparation Kit (Illumina) following manufacturer’s instructions. Barcoded libraries were quantified by Qubit dsDNA BR Assay (Life technology). Library quality was verified by the DNA analysis ScreenTape Assay (Agilent Technologies). Libraries were pooled in equimolar concentration, diluted to 4 nM, and denatured immediately prior to sequencing on an Illumina NextSeq (NextSeq 500/550 High Output v2 kit (150 cycles); paired-end sequencing; 20% PhiX spike-in).

### Bifidobacterial transcriptome analysis

#### Gene feature counting

The quality of total reads sequenced were assessed by FastQC^41^ and aligned to *Bifidobacterium longum* subsp. *infantis* ATCC15697 (NC_011593.1) using bowtie2/2–2.1.0.^42^ The resulting SAM files were converted to BAM files and sorted through SAMtools 1.2.^43^ Read counts corresponding to annotated genes was performed using HTSeq 0.6.1.^44^

### Differential gene expression

Differentially expressed genes were identified using the R package (3.3.1) DESeq2^45^ from the HTSeq output. Whole transcriptome comparisons were performed by hierarchical clustering using Euclidean distance within DESeq2 and visualized by pheatmap.^46^ Principal component analysis and volcano plots were created and visualized by PAST 3.1.^47^ Gene expression was calculated from regularized log transformation of counts and visualized in a heatmap by MeV 4.9.0 (TM4, Boston, MA, US).^48^ Benjamini-Hochberg adjusted p-value (FDR) <0.05 differences were considered statistically significant.

*Functional annotation and enrichment analysis*

*B. infantis* ATCC15697 (NC_011593.1) was queried by BlastX (version 2.2.28) along with Actinobacteria protein-coding sequences retrieved from UniProt. The resulting BlastX hits were used for functional annotations with Blast2GO (version 3.0) with default settings.^49^ GO enrichment analysis was performed by the R package goseq.^50^ Differences with p-values <0.05 were considered statistically significant. ggplot2 was used to visualize data in R. The degree of upregulation or downregulation of a GO category or pathway was reported as a z-score according to the following function.^51^$z-score=\frac{\left(upregulatedgenecounts-downregulatedgenecounts\right)}{\sqrt{totalgenecounts}}$.

### Cell culture model of host-microbial interactions

#### Culturing conditions

Caco-2 cells (ATCC HTB37, passaged 24–33) and RAW 264.7 cells (passaged 8–15) were routinely cultured in high glucose Dulbecco’s modified Eagle medium (DMEM) (Corning) supplemented with NaHCO_3_ (Sigma-Aldrich), 1% non-essential amino acids (Gibco), 100 U/ml penicillin-streptomycin (Gibco), 10% (v/v) fetal calf serum (VWR) and 7 mM HEPES (Gibco) at 37°C in a humidified atmosphere of 5% (v/v) CO_2_ in air. Caco-2 cells and RAW 264.7 were routinely grown in 20-cm petri plates and sub-cultured at 80% confluence. The cell culture medium was changed 2–3 d as needed.

### Bifidobacterial adhesion to Caco-2 cells

Caco-2 cells were seeded in a 24-well plate at a concentration of 1.0–2.0 × 10^5^ cells/cm^2^ and maintained for 14–15 d prior to the adhesion assay. Cell monolayers were washed twice with PBS before bacterial cells were added. *B. infantis* strains were collected in exponential phase by centrifugation at 4000 g for 5 min, washed 2× with PBS and re-suspended at OD_600 nm_ = 0.5 with DMEM (without antibiotics). 0.5 ml of bifidobacteria suspended in DMEM were added and incubated at 37°C in 5% CO_2_ atmosphere for 2 hours. After incubation, monolayer cells were gently washed 2× with PBS to release unbound cells. Trypsin/EDTA was used to release cells which were collected and stored at −20°C. Adhesion was measured by qRT-PCR using primers Bif_F: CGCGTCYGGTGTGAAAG and Bif_R: CCCCACATCCAGCATCCA.^52^ Strains were tested in at least triplicate in three independent experiments.

### Caco-2 cell inflammatory status

Nitric oxide (NO) production was measured as a marker of inflammation. Accordingly, Caco-2 cells were plated in 96-well plates (1 × 10^5^ cells/well) and pre-incubated for 24 hours. Lipopolysaccharide (LPS; 1 μg/mL, Sigma-Aldrich) and experimental conditions of 1%, 5%, 10%, or 15% (v/v) bifidobacterial supernatant growing on 2% complex nitrogen or urea were incubated for an additional 24 hours. LPS treatment alone served as the negative control.

The NO concentration was measured by Griess reagent (1:1 mixture (v/v) of 2% sulfanilamide and 0.2% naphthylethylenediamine dihydrochloride in 10% H_3_PO_4_). The medium (100 μL) and Griess reagent (100 μL) were mixed and incubated for 10 min at RT. Optical density was measured at 540_nm_ and sodium nitrite (Sigma-Aldrich) was used to generate a standard curve. The MTT (3-(4,5-Dimethylthiazol-2-yl)-2,5- Diphenyltetrazolium Bromide) assay was used to determine cell viability and the NO concentration was adjusted accordingly. Briefly, MTT solution (0.5 mg/mL) was added and incubated for 2 hours. Formazan crystals were dissolved with 100 μL dimenthyl sulfoxide (DMSO), and absorbance was measured at OD = 570_nm_. All strains were tested in triplicate in three independent experiments.

## GC-TOF-MS metabolomics

Cultures (5 ml) were harvested at mid-exponential phase and quenched by 15 ml −40°C 60% (v/v) aqueous methanol. Cells were maintained at −20°C for 30 min and centrifuged for 5 min at −9°C and washed with 15 ml 60% methanol and stored at −80°C Metabolome analysis was performed at NIH West Coast Metabolomics Center. In brief, the metabolomic profiling was performed on a gas chromatograph time of flight mass spectrometer (GC-TOF-MS) platform with an auto-injector system (Gerstel). Rtx-5Sil MS column (Restek corporation) was used as the separation column for the GC (Agilent 6890). Helium was used as the mobile phase with the flow rate set at 1 mL/min. The oven temperature was held constant at 50°C for 1 min, and then ramped at 20°C/min to 330C, and held constant for 5 min. The transfer line temperature between GC and TOF-MS (Leco Pegasus IV) was set to 230°C. The TOF-MS was used with unit mass resolution at 17 spectra/sec from 80 to 500 Da at −70 V ionization energy and 1800 V detector voltage with a 250°C ion source.

Raw data files were processed by ChromaTOF (v2.32, LECO Corporation) after data acquisition without smoothing, 3 sec peak width, baseline subtraction just above the noise level, and automatic mass spectral deconvolution and peak detection at signal/noise levels of 5:1 throughout the chromatogram. The resulting absolute spectra intensities were further processed by a filtering algorithm implemented in the metabolomics BinBase database. Intensity of each metabolite was then normalized and imported into MetaboAnalyst 4.0 for further statistical analysis.^53^ The intensity of each metabolite was normalized by sum and generalized logarithm transformed. The very importance for projection (VIP) score obtained by the partial least squares-discriminant analysis (PLS-DA) combined with FDR value (adjusted *p* value) obtained from ANOVA with post hoc Tukey were used to screen significant differential metabolite.

## General statistical analyses

Bacterial growth, urease activity, ammonia production, carbon metabolites, adhesion rates, and nitric acid concentrations are presented as means (± standard deviation) and two-way ANOVA for parametric data and Welch’s t-test and Mann Whitney test for non-parametric data followed by Benjamini and Hochberg or Fisher’s LSD post hoc analysis. *p* < 0.05 was designated as statistically significant.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The RNA-seq data has been deposited in the NCBI GEO under accession number GSE155078. The mass spectrometry proteomics data have been deposited in the EMBL-EBI PRoteomics IDEntifcations Database (PRIDE) under accession number P×D019401. The GSE155078 is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155078. The P×D019401 is available at http://www.ebi.ac.uk/pride/archive/projects/PXD019401.

# Supplementary material for: Bifidobacterium longum subsp. infantis utilizes human milk urea to recycle nitrogen within the infant gut microbiome
**Source:** Gut Microbes. 2023 Mar 26;15(1):2192546. doi: 10.1080/19490976.2023.2192546
**Supplement:** Supplemental Material

Fig. S1

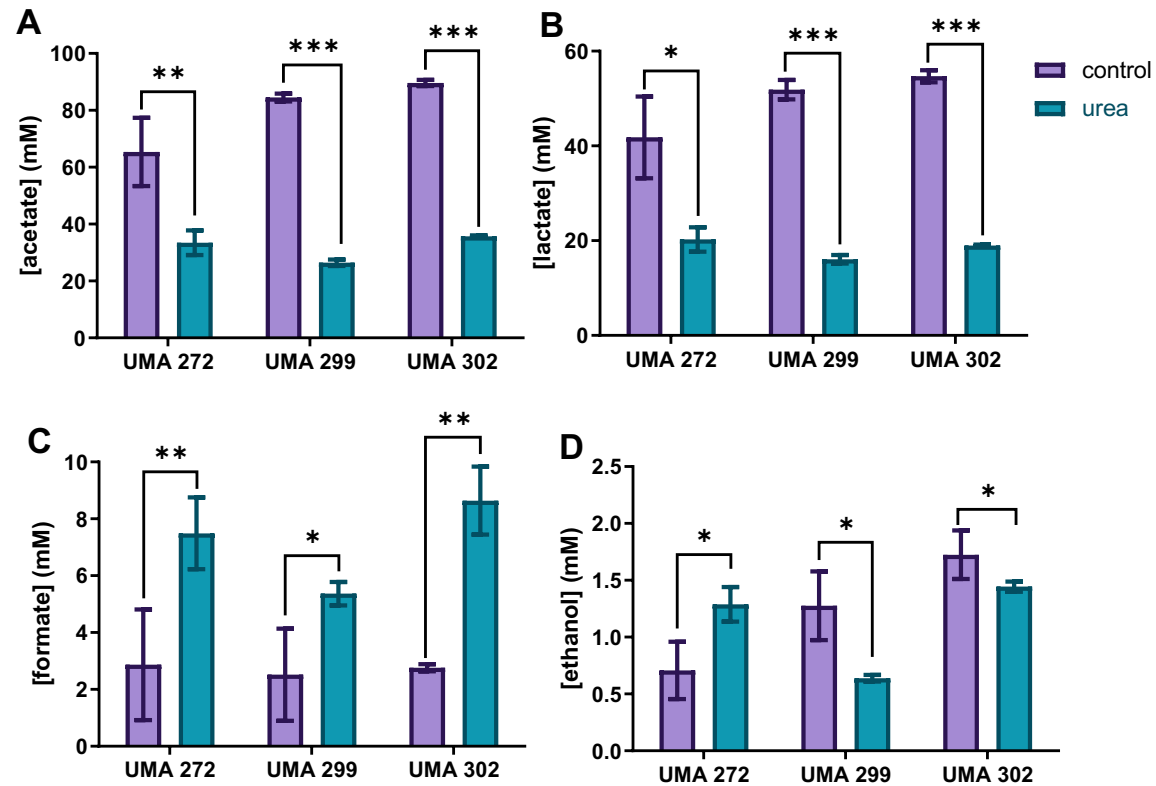

**Figure S1. Fermentative endproducts secreted while utilizing urea.** acetate (A), lactate (B), formate (C) and ethanol (D) production in the control and urea medium were quantified by HPLC. 4 biological replicates and technical duplicates were measured with Welch's t-test was performed. \*,  $p < 0.05$ . \*\*,  $p < 0.01$ , \*\*\*,  $p < 0.001$

Fig. S2

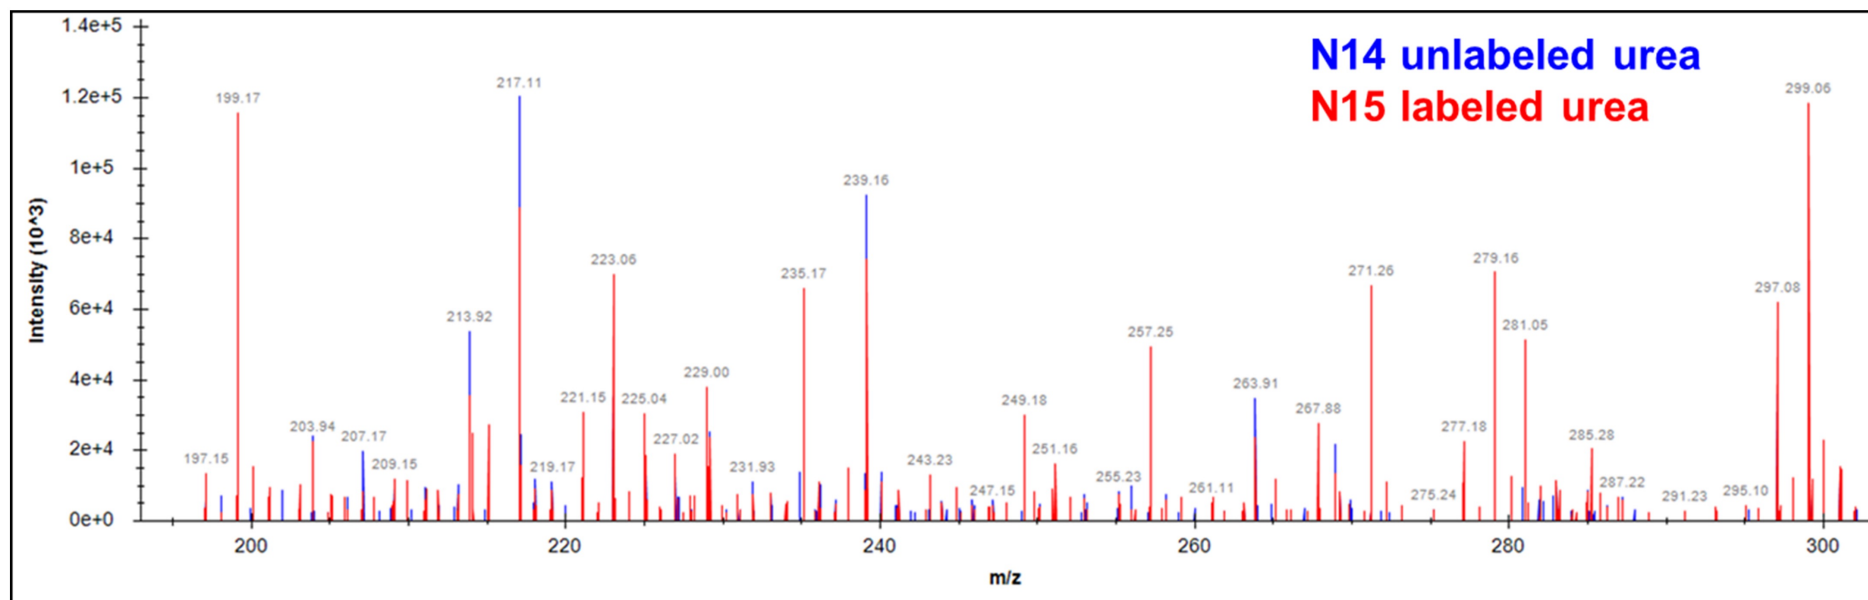

**Figure S2.** Mass spectrum generated from *B. infantis* UMA 272 utilizing unlabeled <sup>14</sup>N (blue) and <sup>15</sup>N labelled (red) urea. Mass to charge ratio (m/z) and intensity values are display on the x and y-axis respectively.

Fig. S3

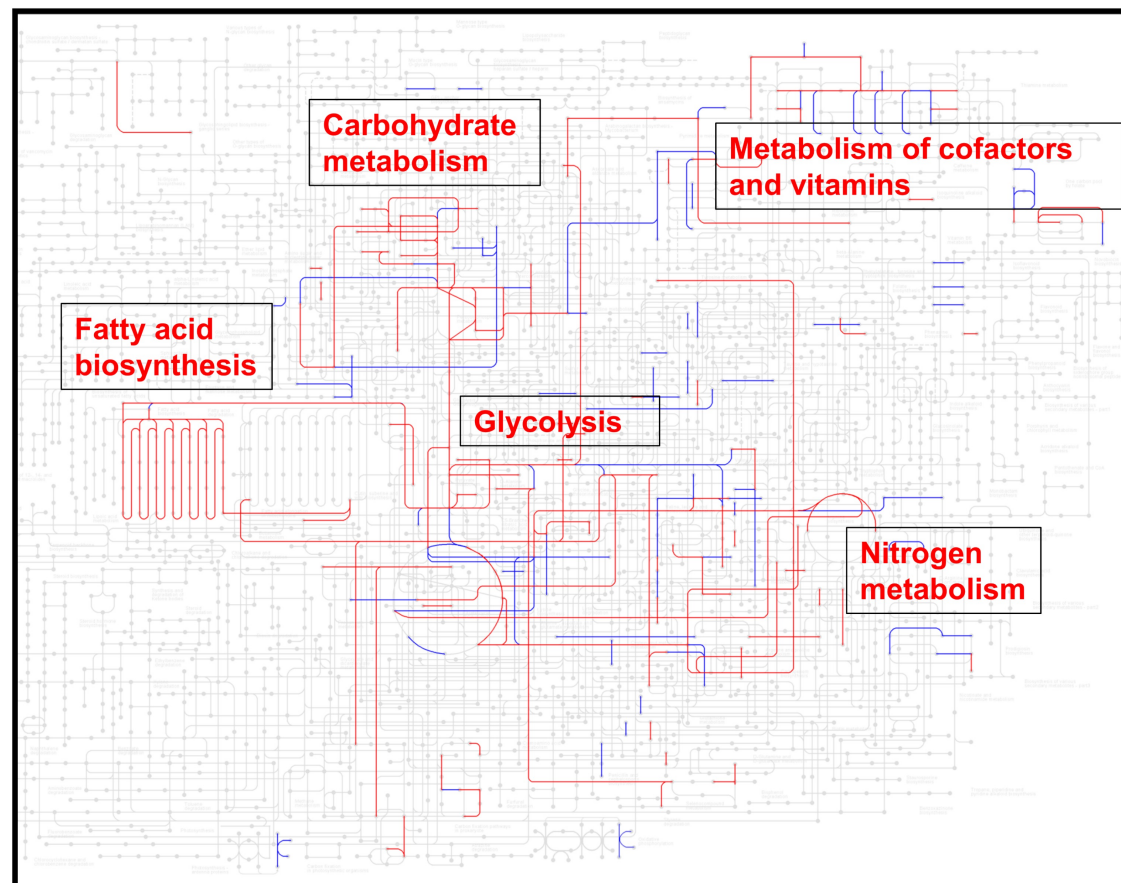

**Figure S3. KEGG metabolic network map of the *B. infantis* UMA 272 proteome while utilizing labeled urea.** Proteins identified in both  $^{15}\text{N}$  labeled urea and  $^{14}\text{N}$  urea datasets are marked in red. Proteins identified only in  $^{14}\text{N}$  urea are displayed in blue.

**Fig. S4**

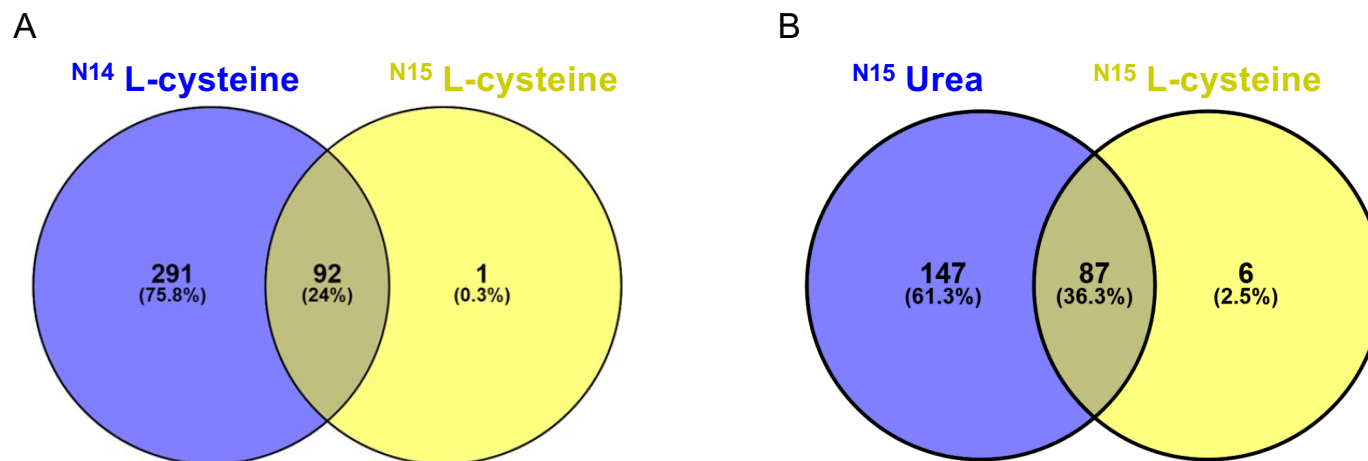

**Fig. S4 Venn diagram for number of proteins identified in  $^{14}\text{N}$  and  $^{15}\text{N}$  labeled L-cysteine proteome.** A) Approximately 24% proteins were  $^{15}\text{N}$  labeled and were shared among both the datasets. Only  $^{15}\text{N}$  labeled proteins were included in the labeled L-cysteine proteome analysis. These proteins were present in both labeled and unlabeled samples. B) Comparison of  $^{15}\text{N}$  labeled urea and  $^{15}\text{N}$  labeled L-cysteine proteins.  $^{15}\text{N}$  labeled urea proteome contained ~97.6% of the labeled proteins compared to 36.3% of the L-cysteine proteome.

**Fig. S5**

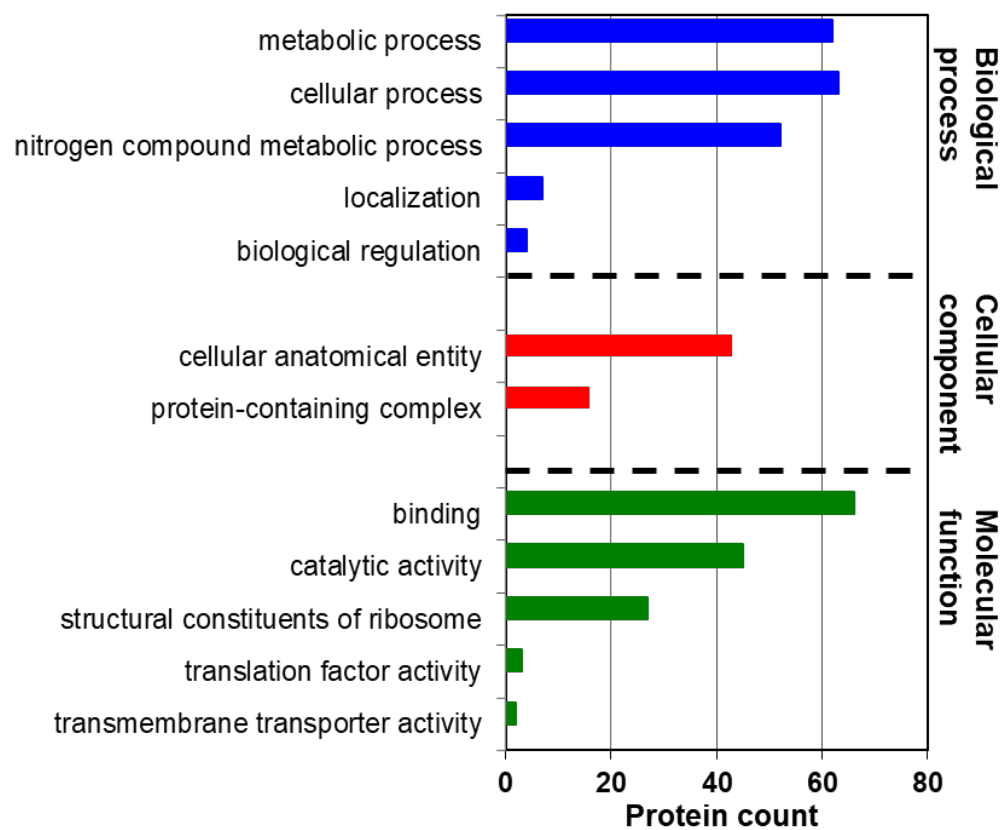

**Figure S5 Gene ontology categories identified in the *B. infantis* UMA 272 proteome during  $^{15}\text{N}$  labeled L- cysteine utilization.**  $^{15}\text{N}$  labeled protein counts are binned into specific functional categories.

**Fig. S6**

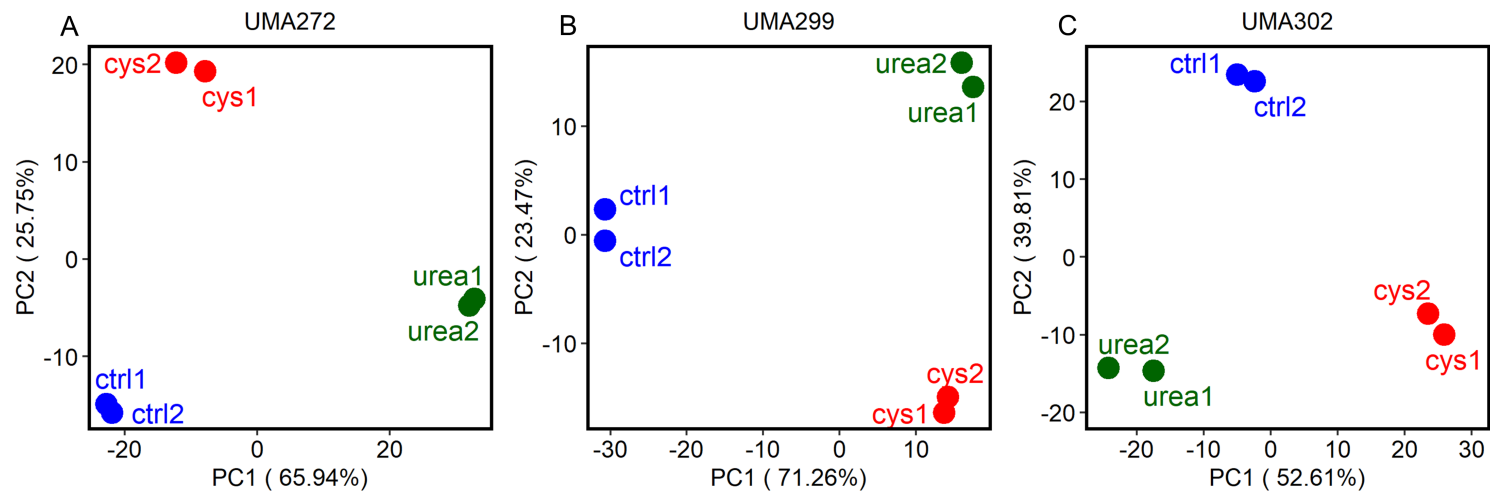

**Figure S6. Principal component analysis plot of whole transcriptome response to nitrogen substrates.** ctrl, complex nitrogen (control); cys, L-cysteine; 1, biological replicate one; 2, biological replicate two.

**Fig. S7**

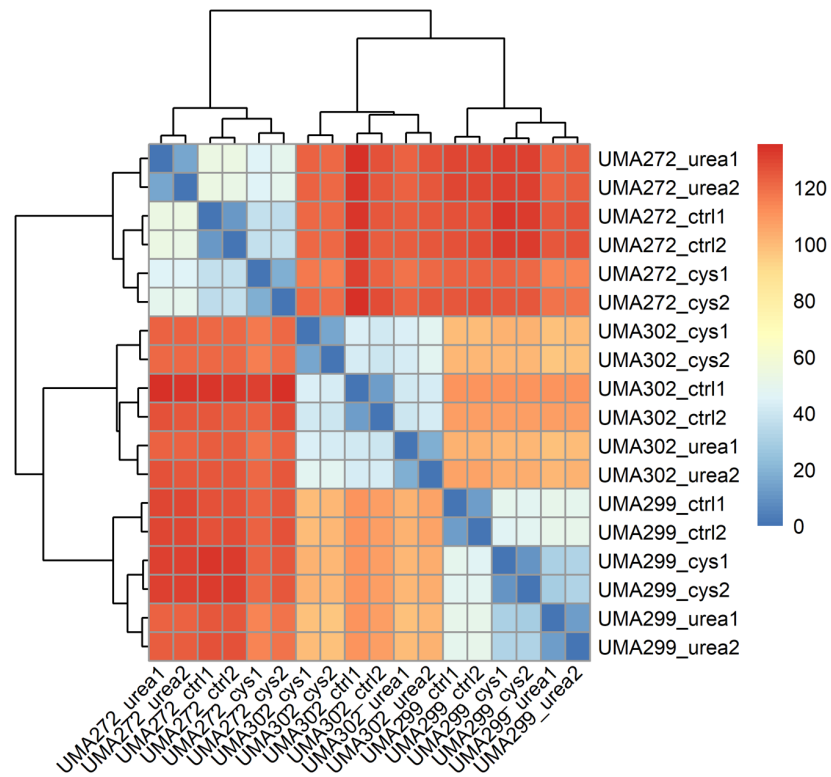

**Figure S7. Whole transcriptome responses during nitrogen by *B. infantis* strains.** The heatmap depicts Euclidian distances of the regularized log transformation of counts distances between transcriptomes in response to nitrogen source. ctrl, complex nitrogen (control); cys, L-cysteine; 1, biological replicate one; 2, biological replicate two.

**Fig. S8**

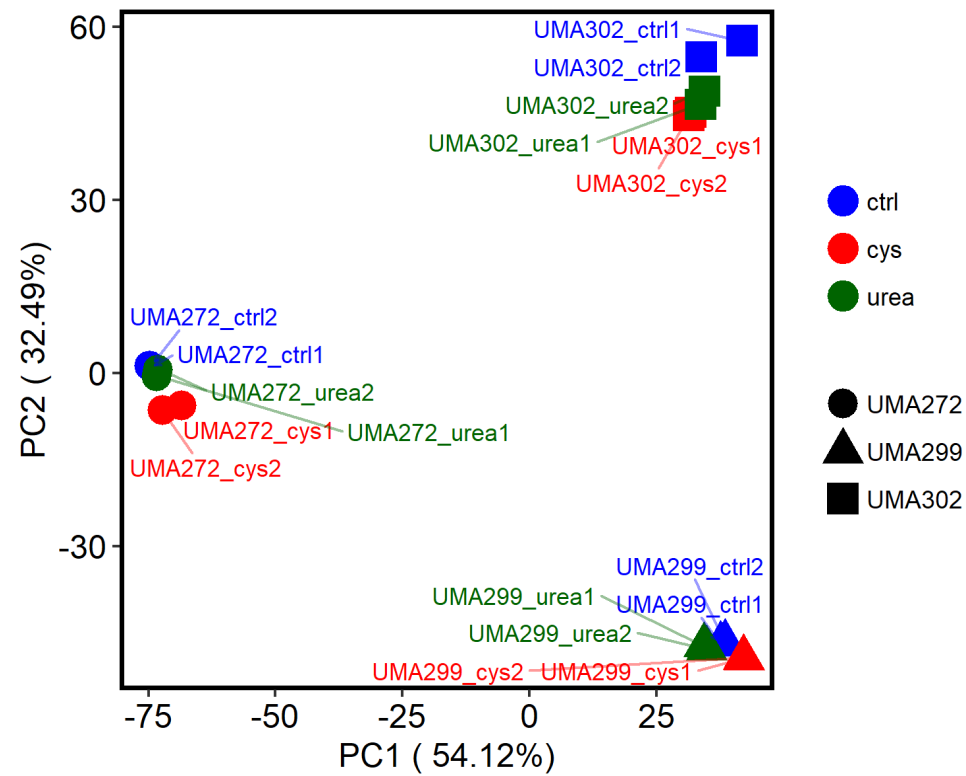

**Figure S8. Principal component analysis plot of whole transcriptome responses to nitrogen substrates.** ctrl, complex nitrogen (control); cys, L-cysteine; 1, biological replicate one; 2, biological replicate two.

**Fig. S9**

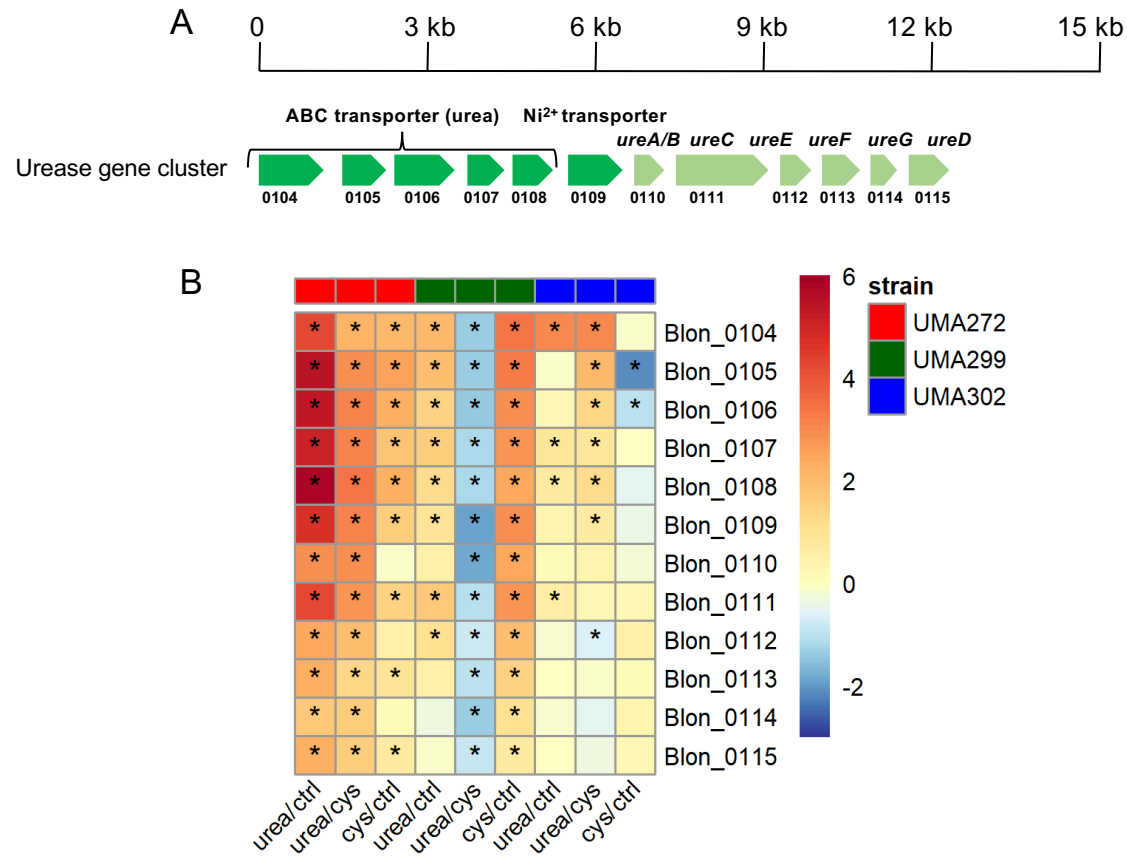

**Figure S9. *B. infantis* urease gene cluster (A) and urease gene cluster expression (B).** The heatmap displays gene expression for loci in the urease gene cluster based on regularized log transformation of counts calculated from R package DESeq2. cys, L-cysteine; ctrl, control.

**Fig. S10**

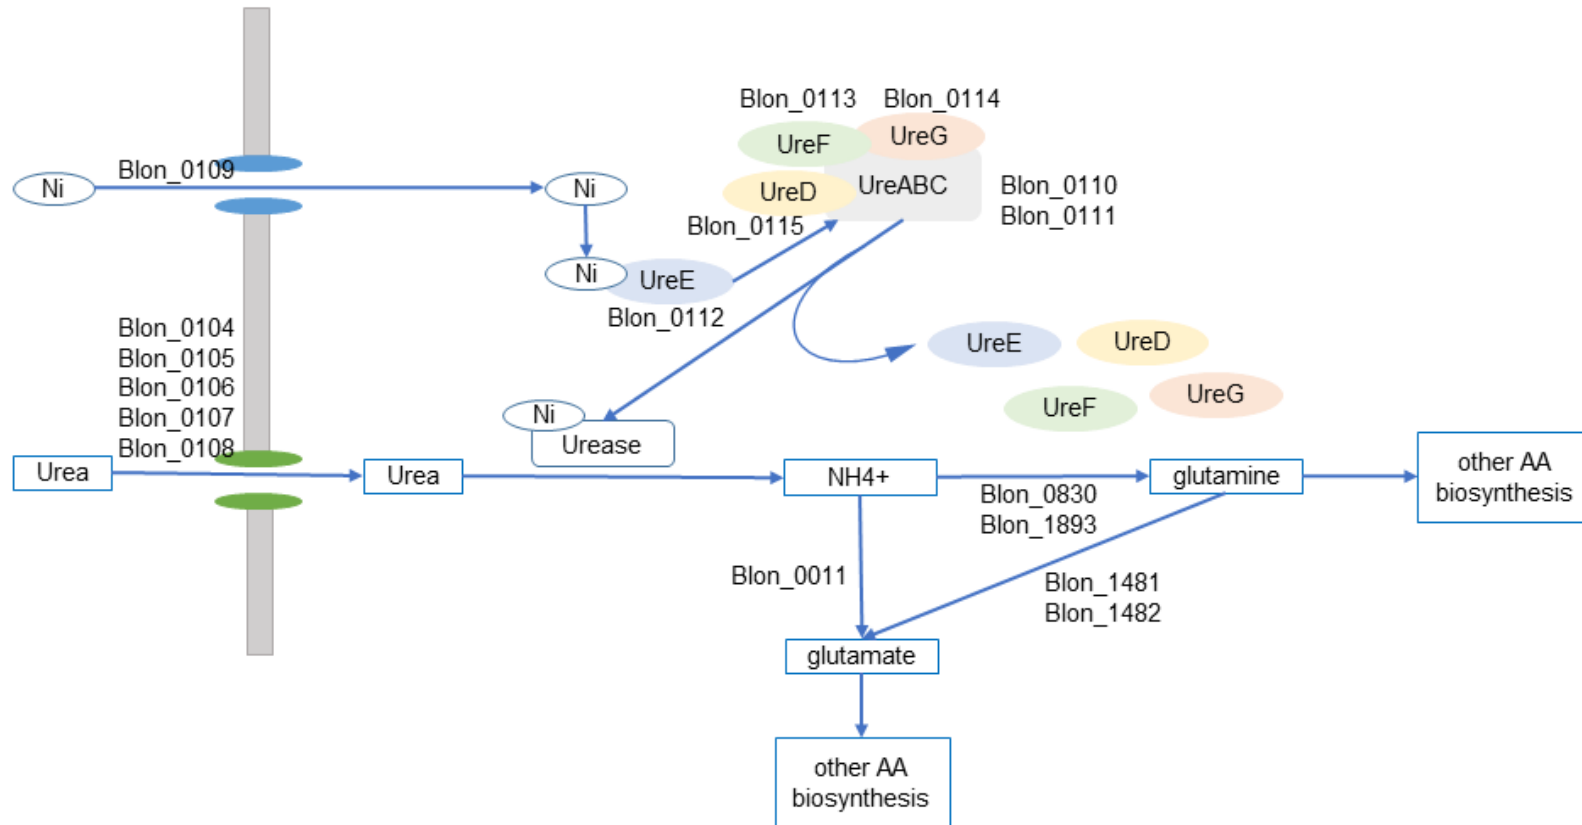

**Figure S10. Putative *B. infantis* urea utilization pathway.** The pathway is scaffolded from the KEGG database ([http://www.genome.jp/dbget-bin/www\\_bget?gn:T00794](http://www.genome.jp/dbget-bin/www_bget?gn:T00794)). Urea transporter expression is induced by urea for intracellular translocation which upregulates urease expression.

Fig. S11

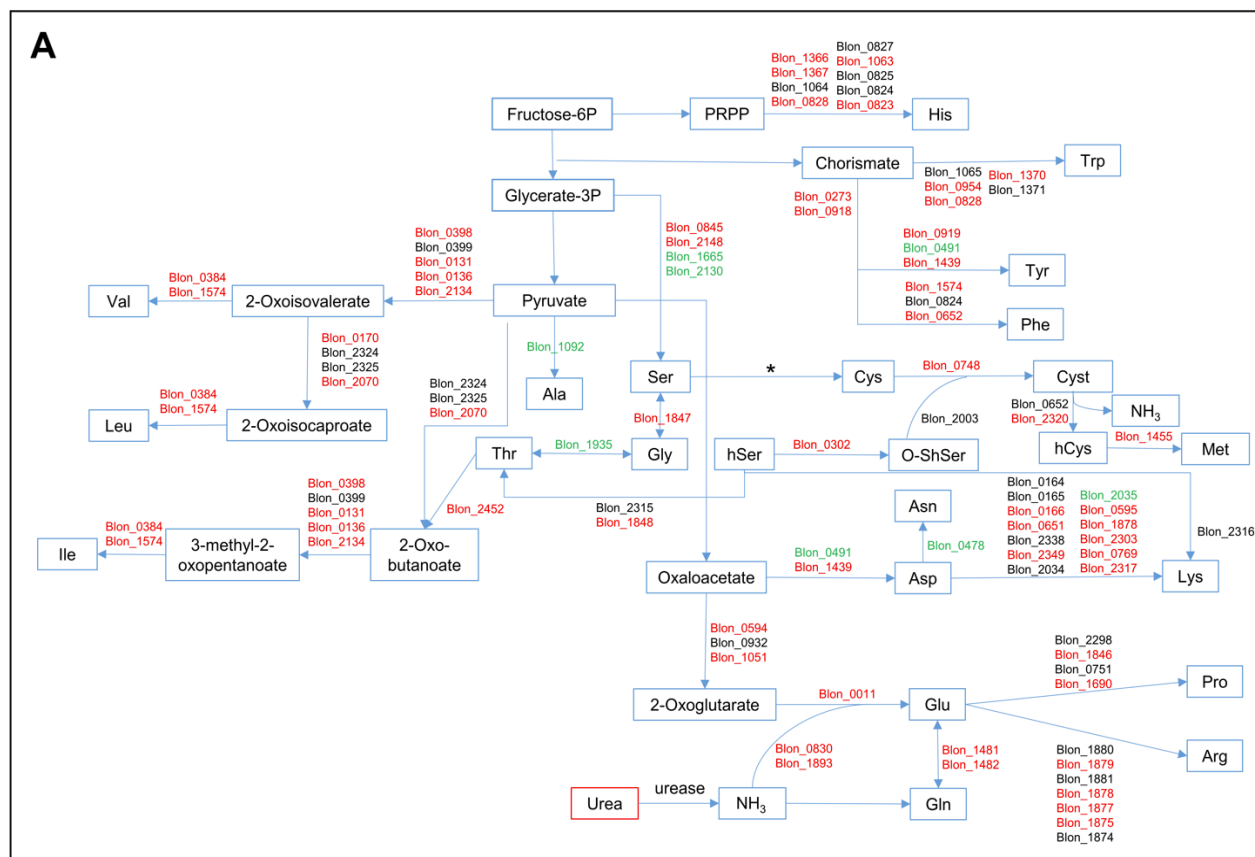

**Figure S11. Amino acid biosynthetic pathways respond to urea utilization relative to the control (A) and L-cysteine (B).** Genes labeled in red indicate significant up-regulation and green indicates significant down-regulation. The amino acid biosynthetic pathways are scaffolded from the KEGG database ([http://www.genome.jp/dbget-bin/www\\_bget?gn:T00794](http://www.genome.jp/dbget-bin/www_bget?gn:T00794)). Genes and encoded enzymes are listed in Table S4. \* conserved genes are not identified from homology

Fig. S11

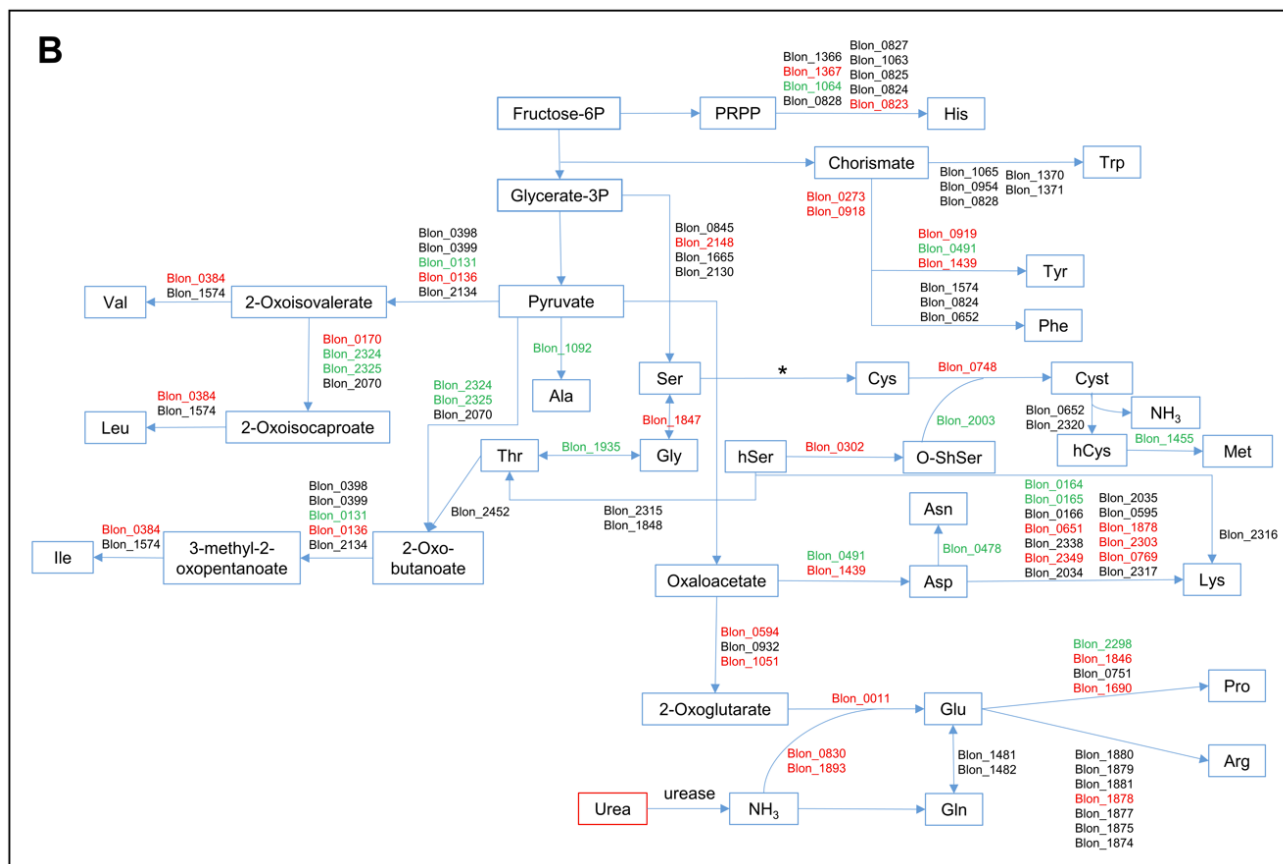

**Figure S11. Amino acid biosynthetic pathways respond to urea utilization relative to the control (A) and L-cysteine (B).** Genes labeled in red indicate significant up-regulation and green indicates significant down-regulation. The amino acid biosynthetic pathways are scaffolded from the KEGG database ([http://www.genome.jp/dbget-bin/www\\_bget?gn:T00794](http://www.genome.jp/dbget-bin/www_bget?gn:T00794)). Genes and encoded enzymes are listed in Table S4. \* conserved genes are not identified from homology

**Fig. S12**

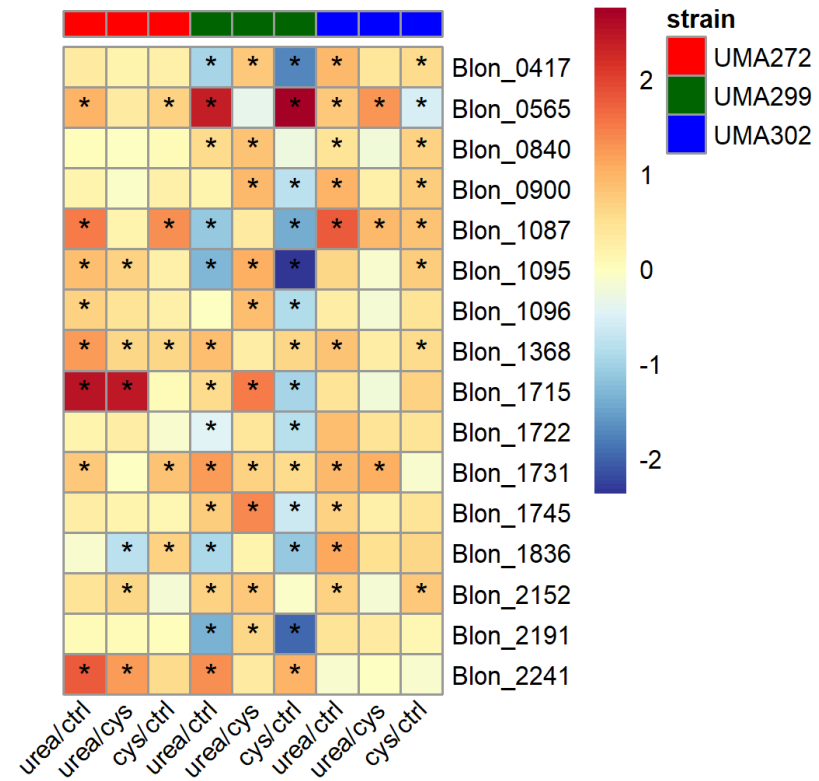

**Figure S12. Gene expression of carbon catabolic genes in response to nitrogen substrates.** cys, L-cysteine; ctrl, control; 1, biological replicate one, 2, biological replicate two.

**Fig. S13**

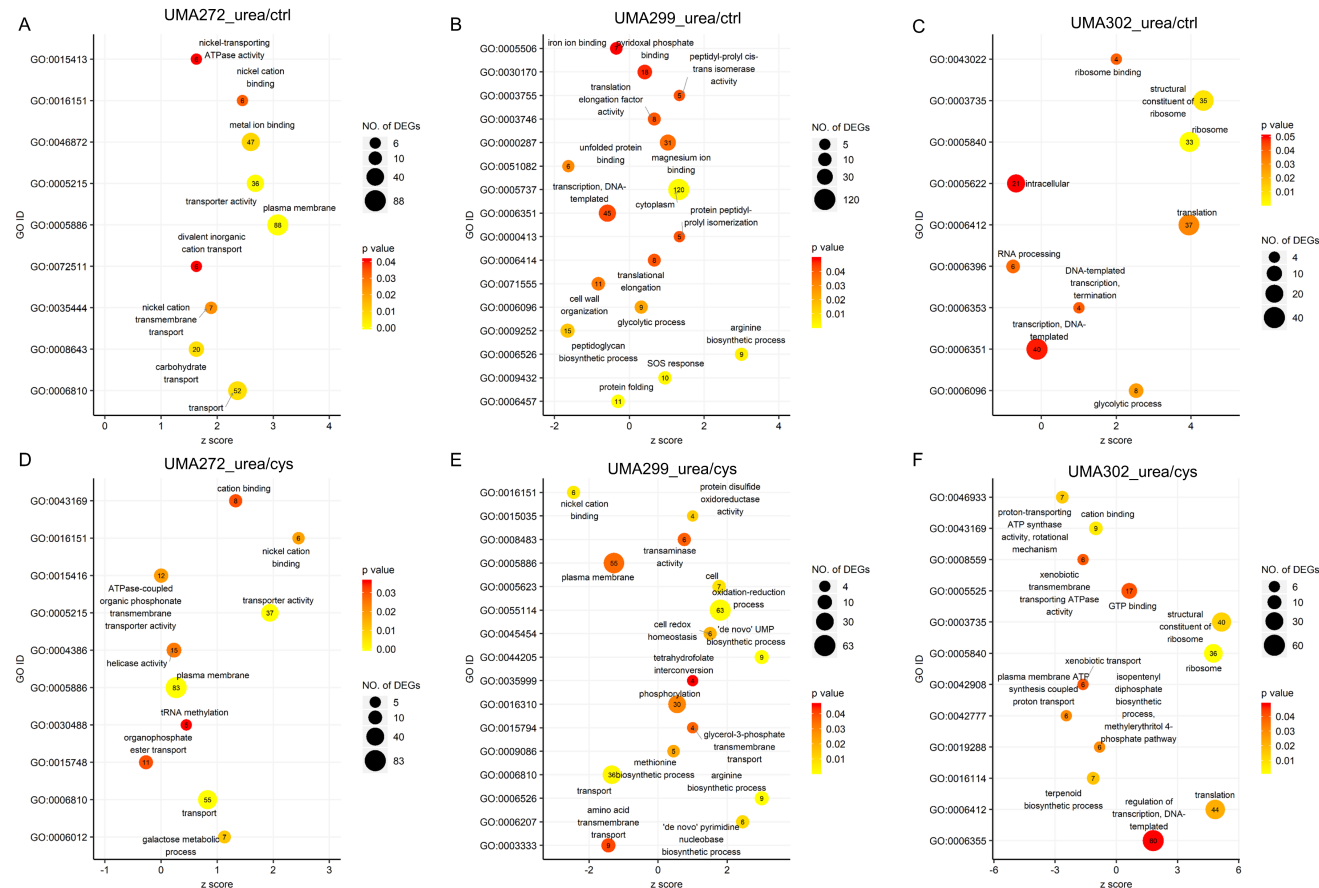

**Figure S13. Gene Ontology (GO) enrichment analysis of pairwise comparisons.** GO term differential expression is reported by the z-score for UMA 272 (A, D), UMA 299 (B, E) and UMA 302 (C, F). Higher z-scores indicate higher proportion of up-regulated genes by urea relative to the control (A-C) or L-cysteine (D-F). The value in each bubble indicates differentially expressed genes within the GO category.

Fig. S14

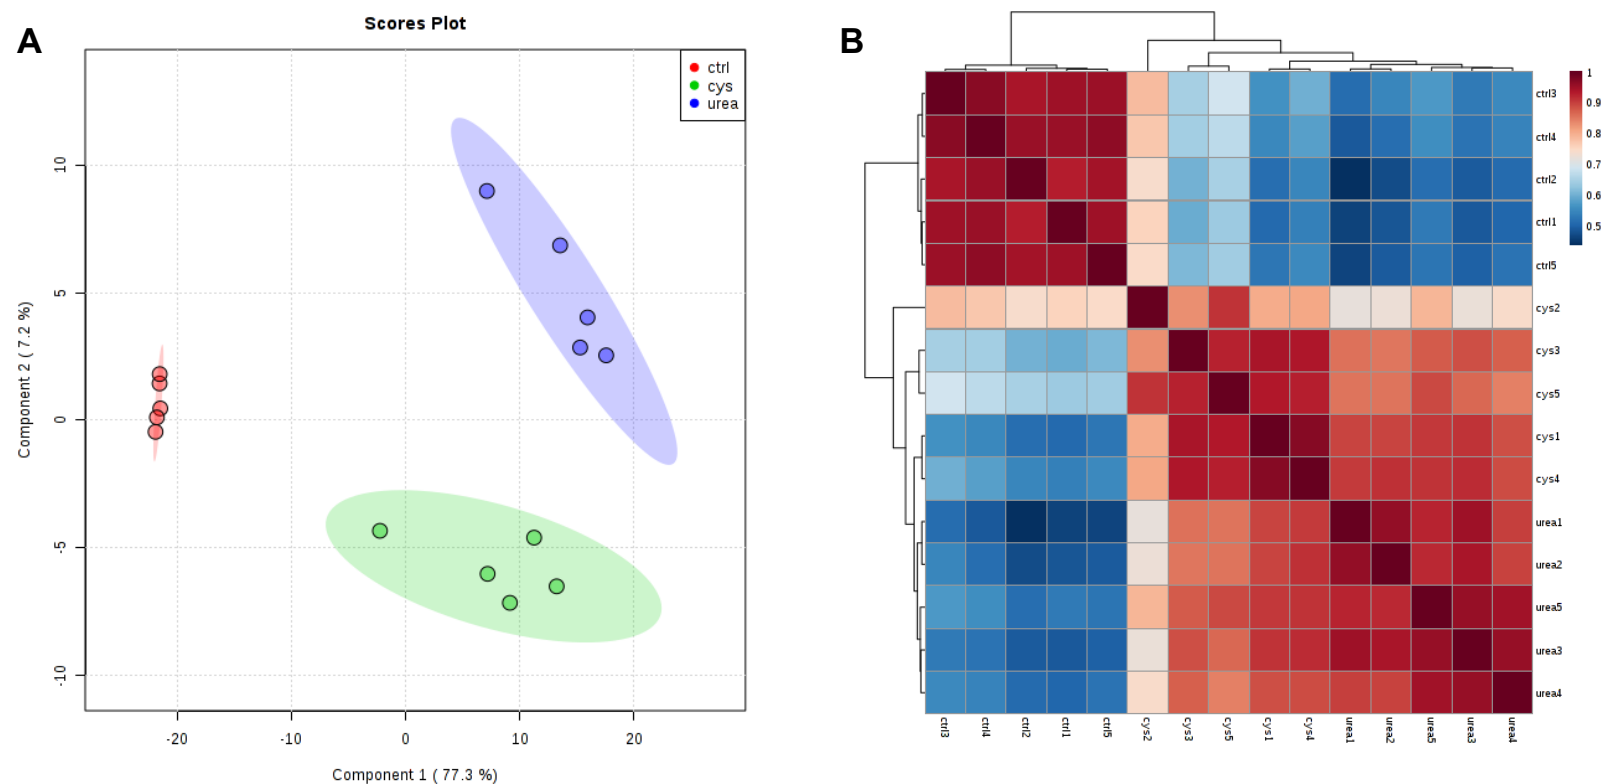

**Figure S14. The *B. infantis* metabolome in response to nitrogen substrates.** (A) Partial least squares—discriminant analysis and (B) clustering analysis of metabolomes exhibit a clear segregation of the metabolite profiles in response to complex nitrogen, urea, and L-cysteine.

Fig. S15

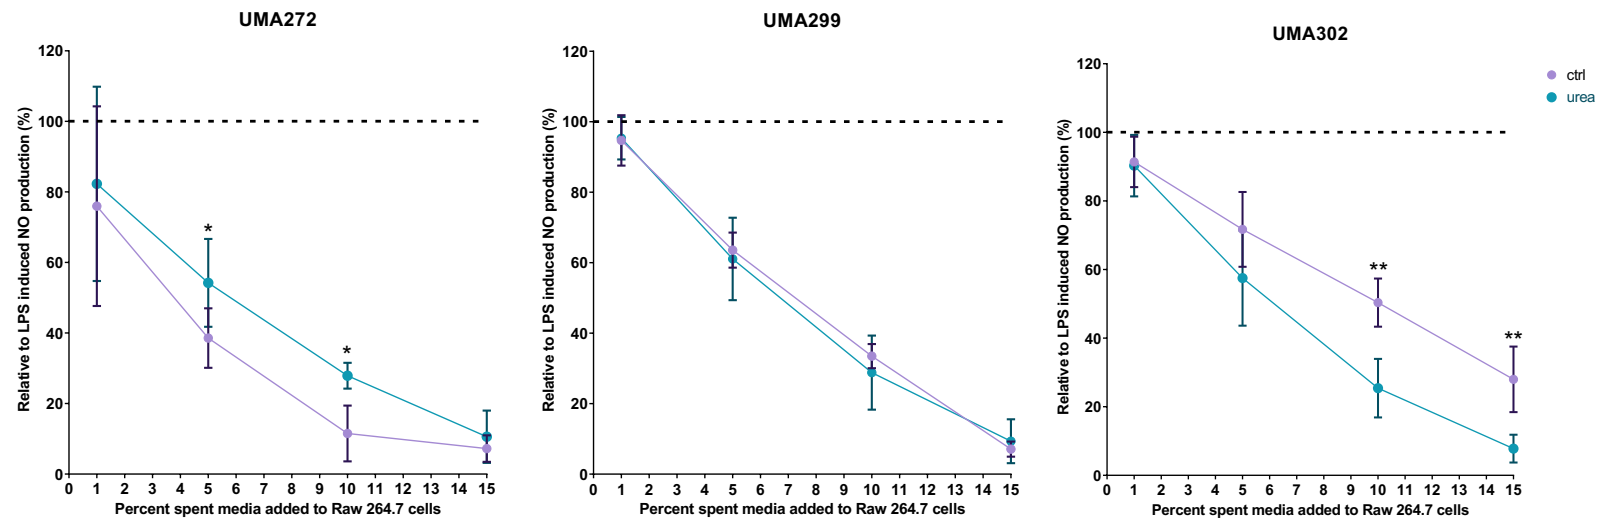

**Figure S15. Dose-dependent inhibition of LPS-induced NO by *B. infantis* culture supernatants.** \*,  $p < 0.05$ ; \*\*,  $p < 0.01$  for the comparison between urea and control spent culture.

**Fig. S16**

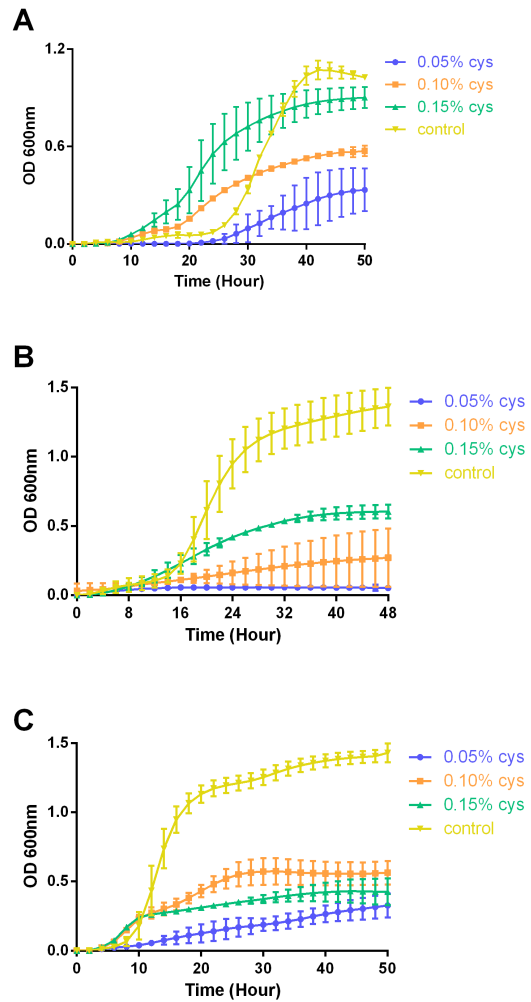

**Figure S16. *B. infantis* growth on L-cysteine as the sole nitrogen source.** (A) *B. infantis* UMA272, (B) *B. infantis* UMA299 and, (C) *B. infantis* UMA302 growth over time. cys, L-cysteine. 3 biological replicates and 3 technical replicates were performed. Results are presented as mean  $\pm$  SD.

How the deposited data were processed for this re-analysis (not part of the article)

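RNA was sequenced from 3 strains, UMA272, UMA299 and UMA302, each grown on urea (2%), complex nitrogen (2%, the control) or L-cysteine (0.15%), with 2 cultures per condition and 18 libraries in all. According to the paper, reads were aligned with bowtie2 to 1 reference genome whatever the strain, processed with SAMtools and counted per gene with HTSeq. The counts, as deposited by the authors, are raw read counts per annotated locus without normalization. The counting mode and the strand setting of HTSeq are not given in the sources used here. All columns were used (0 left out).

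Counts were analysed in R 4.3.3 with edgeR 4.0.16. Each strain was fitted on its own over 6 libraries, which leaves 3 residual degrees of freedom. Loci with at least 10 counts in at least 2 libraries of the strain were kept, totals were scaled by TMM, and each pair of nitrogen sources was compared with edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over all tested loci of a comparison, two-sided, with a threshold of 0.05. For fixed lists of genes, the adjustment was repeated over the list alone. CPM values on the log2 scale carry a prior count of 2. Differences between strains in a fold change were tested as an interaction term in 1 fit over the libraries of both strains. Distances and principal components were computed from rlog values of DESeq2 1.42.0. Sets of loci were tested with fry from limma 3.58.1, with camera as the alternative. A relation between RNA and protein fold changes was tested with 100000 permutations, and shares carry Clopper-Pearson exact intervals of 95%.

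The loci named in the text follow a rule: every locus that the Results text of the paper names for the transcriptome, with Blon_1482, and for each strain the 3 loci with the largest absolute log2 fold change on urea against each other nitrogen source, among those called and without overlap between libraries. The rule, the comparisons, the lists and most alternatives were fixed before the data were examined. Values in the paper's own tables had been seen by then. The lists of 78 amino acid genes and 16 fermentation genes were read from the labels of Figs. S11 and S12 and served for counting only. The 26 loci of the set test and the 6 glycolytic loci come from Tables S2, S3 and S7. Z-scores follow the function in the paper's methods, (loci higher - loci lower) / square root of the loci in the pathway, with the number of loci drawn per pathway in Fig. S11, and they describe calls without a test. A set of all transport loci was not analysed here, because product names are given for part of the loci only, in the paper and its supplement, and 0 tags matched the reference table. The gene ontology results of the transcriptome were not analysed here.

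The alternatives fixed in advance were DESeq2, RLE scaling, no filter on low counts, only the libraries of both compared groups in the fit, a block for the replicate number, each library left out in turn, thinning to the smallest total, 1 fit over the 3 strains, an added threshold of 1 on the absolute log2 fold change, 1 more locus in the fermentation list, camera, and other transformations, linkage and locus numbers for the clusters. Leaving out the loci whose identifiers begin with Blon_R, counting over the loci tested in all 3 strains, and clustering over all loci with a count were added after the data had been seen. Library totals ran from 3113390 to 14334830 counts.

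Within each strain, the procedure was tested on simulated data with the totals and spread of these libraries and 200 changed loci. In UMA272 edgeR recovered 88% of them, with 2.76% of its calls false. For UMA299 the values were 98.5% and 7.51%, and for UMA302 89.5% and 3.24%. DESeq2 recovered 84.5%, 95% and 92%. In a comparison simulated without change, edgeR called 0, 1 and 0 loci. The interaction test was simulated with 1 fixed spread for all loci and with changes of 1 size. It recovered 98.0% of 198 changed loci, with 6.28% of its calls false. Its recovery at the spread of these libraries was not simulated.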

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

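The tests of normalization, of the called loci over the loci shared by all strains, of a mislabelled library and of the share of Blon_R0029 and Blon_R0030 were chosen only after the result was seen, as was the alternative that leaves out the loci whose identifiers begin with Blon_R.

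Fold changes were compared between strains with an interaction term in edgeR's quasi-likelihood test, and every pair of strains differed at many loci. For urea against complex nitrogen, UMA272 and UMA299 differed at 1058 of 1890 loci (Benjamini-Hochberg adjusted p under 0.05), of which 245 were called in both strains with opposite sign. UMA302 and UMA299 differed at 909 of 1788 (182 opposite), and UMA272 and UMA302 at 1150 of 1938 (230 opposite). For urea against L-cysteine the counts were 883 of 1890 (204 opposite), 1137 of 1788 (391 opposite) and 1248 of 1938 (358 opposite). No library, when left out, moved any of these counts by more than 1.5 times. Against complex nitrogen the lowest counts without 1 library were 914, 775 and 999. Against L-cysteine the ranges were 714 to 865, 977 to 1133 and 1170 to 1277. Whether the strains were prepared in separate batches is not given in the sources used here, and neither this nor sequence differences from the shared reference were tested for these counts.

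Between UMA272 and UMA299, the fold change of urea against L-cysteine differed at all 12 loci of the urease cluster, by a mean log2 of 3.66 (highest adjusted p = 2.08e-05 from the interaction test in edgeR with Benjamini-Hochberg adjustment, 12 of 12 higher in UMA272). The transport loci Blon_0104 to Blon_0108 differed between UMA302 and UMA299 by a mean of 3.06 (5 of 5, highest adjusted p = 0.000107, edgeR). Between UMA272 and UMA302, the cluster differed by 3.09 against complex nitrogen (12 of 12, highest adjusted p = 0.0177, edgeR), and Blon_0224 and Blon_0225 by 2.37 against L-cysteine (2 of 2, highest adjusted p = 1.58e-06, edgeR). What sets UMA299 apart is the lower expression of the transport loci on urea than on L-cysteine. After thinning to the smallest total the mean log2 fold change was -1.29. Fold changes were already relative to the scaled library totals, so thinning could hardly move this mean. It therefore does not decide on unequal library size. With the loci whose identifiers begin with Blon_R left out, the mean log2 fold change was -1.30, which argues against their share of the counts. The mean closest to 0 with 1 library left out was -1.15, and with RLE scaling it was -1.27. Against complex nitrogen, these loci had a mean of 1.60 on urea and 2.88 on L-cysteine in UMA299, 5.16 and 2.12 in UMA272, and 0.90 and -0.75 in UMA302. Of the difference of 4.24 between UMA272 and UMA299, 3.32 lies in the response to urea. Between UMA302 and UMA299 the response to urea differed by -0.63, so that the difference of 3.06 lies in the response to L-cysteine. The larger part of the difference thus lies in another response for each of these pairs, and no biological explanation was tested.

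More loci were called in UMA272 than in UMA299 for urea against complex nitrogen. Over the loci tested in all 3 strains the ratio of the counts was 1.01. The larger number of reference loci with counts in UMA272 is therefore a candidate explanation for the higher count.

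In data the paper does not discuss, Blon_1970 had a log2 fold change of 11.21 for urea against complex nitrogen in UMA299 (adjusted p = 9.88e-11, edgeR with Benjamini-Hochberg adjustment). The control libraries held 7 and 3 counts of it, and the urea libraries 8070 and 5509. On L-cysteine it also exceeded the control, by 9.63. In UMA272 it was lower on urea than on L-cysteine, at -5.30, and the difference between UMA272 and UMA299 in that fold change was -6.96 (adjusted p = 1.99e-07, edgeR interaction test). After thinning, the UMA299 value against complex nitrogen was 10.95, but fold changes were already scaled, so thinning does not decide on library size. The control libraries held more counts in total (5508111 and 4393082) than the urea libraries (3705304 and 3807133). These totals argue against library size. Mislabelling of 1 library is argued against by the 6 of 6 UMA299 libraries whose nearest library is their own replicate. An exchange of labels between whole nitrogen sources would leave this count unchanged, so the test cannot decide on it. Reads shared with a similar locus were not tested, because no sequence was used here. Blon_1963 and the 8 locus tags that follow it, chosen after their values were seen, were all called in UMA299 in both comparisons, with log2 fold changes of 6.02 to 11.21 against complex nitrogen and 0.61 to 1.85 against L-cysteine. In UMA272 all 9 were lower on urea than on L-cysteine.

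Blon_R0029 and Blon_R0030 together took up to 44.4% of the counts in UMA299 on urea. The smallest difference between a urea and a control library was 32.6 percentage points, while replicates differed by at most 9.54. Ribosomal RNA was depleted per library, and each nitrogen source was prepared from its own cultures. Both urea libraries also exceeded both control libraries in UMA272 (26.7% and 27.4% against 16.3% and 15.6%). The same held in UMA302 (14.1% and 19.5% against 9.03% and 10.1%). These values argue against depletion that varied by chance from library to library as the whole source. Preparation records per library are not given in the sources used here. A preparation difference shared by the libraries of a nitrogen source therefore cannot be told apart from an effect of that source for these 2 loci.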

How the results depend on the processing

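The alternatives without the loci whose identifiers begin with Blon_R, over the loci tested in all 3 strains and over all loci with a count were chosen only after the data had been seen. Of the 136 results at named loci, 134 kept direction and call under DESeq2, 135 under RLE scaling, 136 without the low-count filter, 133 with only the compared groups in the fit, 135 after thinning, and 135 without the loci whose identifiers begin with Blon_R. Under 1 fit over the 3 strains it was 124 of 128. With a library left out, 757 of 816 kept both, 47 lost and 12 gained a call, and no named locus changed direction while called. The counts of called loci per strain and comparison stayed within 1.5 times under these alternatives, except that 48 of 54 did so with a library left out. The shares of called loci with higher expression ranged from 43.1% to 62.9%, and in every strain and comparison they fell on both sides of 50%. In UMA272 they were 47.9%, 50.0% and 45.7% without the low-count filter (urea against complex nitrogen, urea against L-cysteine, L-cysteine against complex nitrogen) and 59.0%, 52.9% and 62.9% over the loci tested in all 3 strains. The 72 counts of strain differences all did so with a library left out.

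With an absolute log2 fold change of at least 1, the calls for urea against complex nitrogen, urea against L-cysteine and L-cysteine against complex nitrogen were 987, 765 and 387 in UMA272, 612, 355 and 602 in UMA299, and 439, 676 and 580 in UMA302, fewer by construction. The same threshold turned the z-score of branched-chain amino acids in UMA299 (L-cysteine against complex nitrogen) to 0.29 and that of lysine in UMA302 (urea against L-cysteine) to 0.53, since fewer loci are called. Under 1 fit over the 3 strains, the means against complex nitrogen in UMA272 were 4.93 for the transport and 1.87 for the accessory loci, and the cause was not tested.

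Without 1 library, calls for L-cysteine against complex nitrogen ranged from 380 (without control replicate 1; 384 without control replicate 2) to 863 in UMA272 and from 664 (without control replicate 1) to 1285 in UMA302. Calls for urea against L-cysteine in UMA299 ranged from 626 (without urea replicate 2) to 977. For urea against complex nitrogen in UMA302 they ranged from 498 (without control replicate 1; 515 without control replicate 2) to 995. The 78 amino acid genes gave 21 (without urea replicate 2) to 41 calls in UMA299 for urea against L-cysteine. In UMA302 against complex nitrogen they gave 23 (without control replicate 2; 24 without control replicate 1) to 43. Of the fermentation loci, UMA272 had 2 (without L-cysteine replicate 2) to 10 (without L-cysteine replicate 1) called for urea against L-cysteine, and 3 without any of the control or urea libraries. It had 3 with only the compared groups in the fit. UMA302 had 2 (without control replicate 1; 3 without control replicate 2) to 15 (without urea replicate 2) against complex nitrogen, and 3 to 8 (without urea replicate 2; 7 without urea replicate 1) against L-cysteine. A fit of 5 libraries has fewer degrees of freedom, and beyond this the cause was not tested.

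Z-scores that changed sign without 1 library were those of arginine and proline in UMA272 for urea against L-cysteine (-0.30 without L-cysteine replicate 2, up to 0.90), tryptophan in UMA299 for urea against L-cysteine (-0.45 without control replicate 1, up to 0.89), and branched-chain amino acids in UMA299 for L-cysteine against complex nitrogen (from -0.29 to 0.29 without control replicate 2). In UMA302 they were lysine against complex nitrogen (-0.53 without control replicate 2, up to 0.53) and glutamate and glutamine against L-cysteine (-0.35 without L-cysteine replicate 1 or urea replicate 1, up to 0.71). Few loci per pathway set these values, and the cause was not tested.

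The set of 26 amino acid loci had a mean log2 fold change of 0.42 in UMA272 for urea against L-cysteine, which camera called (adjusted p = 0.0410, limma) and fry did not. With fry and 1 library left out, 17 of 36 results lost and 2 gained the call. The means for urea against complex nitrogen ranged from 0.93 to 0.96 in UMA272, from 0.38 to 0.62 in UMA299 and from 0.33 to 0.47 in UMA302. Against L-cysteine they ranged from 0.22 to 0.59 in UMA272 and from 0.35 to 0.58 in UMA299. The adjusted p reached at most 0.155, 0.155, 0.155, 0.223 and 0.155 (limma's fry). The calls were lost in UMA272 without either control or either urea library, in UMA299 without either control or either L-cysteine library, and in UMA302 without any library but urea replicate 2, and the cause was not tested. They were gained in UMA272 against L-cysteine without either L-cysteine library.

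Replicate numbers were also entered as a block, although correlations between same-numbered replicates lay between -0.424 and 0.0303. The block left 3 fermentation loci called in UMA272 for urea against L-cysteine. The set had means of 0.96 in UMA272, 0.50 and 0.46 in UMA299 (against complex nitrogen and L-cysteine) and 0.40 in UMA302, with an adjusted p of 0.0657 each (limma's fry). The block takes degrees of freedom from the spread, and otherwise the cause was not tested. Of 136 results at named loci, 131 kept their call. Those of Blon_0107 and Blon_0108 (urea against complex nitrogen) and Blon_0112 (urea against L-cysteine) in UMA302, and of Blon_1090 and Blon_2241 (urea against L-cysteine) in UMA299, were lost.

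The test of all transport loci as a set was not run. Depth limits statements on absent expression: a locus without counts allows up to 3 counts per library, and the largest library (14334830 counts) held 3 loci that the other UMA302 libraries lack.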

Differences from the paper's values

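The alternatives counted below were set before the data were examined. For the lowest log2 fold change of Blon_0110 and Blon_0111 in UMA272 the paper gives 2.78 and the value here is 2.10, and 0 of 13 alternatives came within the error. For Blon_1090 in UMA302 the paper gives 0.47 without naming the comparison. The value against complex nitrogen is 0.63, and 5 of 13 alternatives came within the error: both compared groups alone (0.62), without control replicate 2 (0.57), without L-cysteine replicate 2 (0.62), without urea replicate 2 (0.59), and thinning (0.61). The other 8 did not. Against L-cysteine the value is 0.50, which does not differ from the paper's.

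The highest glutamate and glutamine z-score for urea against complex nitrogen is 2.41 in the paper and 2.47 here. With the 8 loci counted here, no set of calls gives 2.41. That none of the 9 alternatives came within the error was therefore fixed in advance. For tryptophan in UMA272 the paper gives 1.34 for urea and for L-cysteine, each against complex nitrogen. On urea it is 1.79 here, and 1.34 under DESeq2 and without control replicate 1, control replicate 2, urea replicate 1 or urea replicate 2, but not under the other 4. On L-cysteine it is 2.24 here. DESeq2 (1.79), the replicate block (1.79), leaving out control replicate 1 (1.34), control replicate 2 (0.89) or L-cysteine replicate 1 (0.89), and a log2 fold change of at least 1 (0.89) came within the error, and the other 3 did not.

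For methionine in UMA302, urea against L-cysteine, the paper gives -1.22 and the value here is -1.63. It was -1.22 with the replicate block and without control replicate 1, control replicate 2, L-cysteine replicate 1 or L-cysteine replicate 2, but not under the other 4. For serine, glycine and threonine the paper gives 0.35 in UMA272 and in UMA302, and the values here are 0.71 and 0.71. In UMA272 it was 0.35 under DESeq2, the replicate block, a log2 fold change of at least 1, and without control replicate 1, control replicate 2, urea replicate 1 or urea replicate 2, but not under the other 2. In UMA302 it was 0.35 with the replicate block and without control replicate 1, control replicate 2, L-cysteine replicate 1 or L-cysteine replicate 2, but not under the other 4.

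The first principal component over all 18 libraries holds about 54% of the variance in Fig. S8, read by eye, and 32.2% here over the loci tested in all 3 strains. The 500 most variable loci gave 37.4%, still lower but within 1.5 times, the limit used for shares, and log2 CPM (33.4%) and average linkage (32.2%) did not come within it. Over all loci with a count, chosen after the values had been seen, it was 55.4%, and that choice drops 0 of the paper's called items, since it makes no calls.

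The paper states that asparagine biosynthesis was unchanged in UMA272, while its locus was called as lower on urea than on L-cysteine here (z-score -1.00). It was 0 without L-cysteine replicate 1, urea replicate 1 or urea replicate 2, and with a log2 fold change of at least 1. The paper reports higher expression of Blon_0111 in UMA302 on urea. Here it was not called against complex nitrogen (0.44, adjusted p = 0.0578, edgeR), but it was called against L-cysteine (0.76). It was also called against complex nitrogen under DESeq2 (the tool of the paper's methods), RLE scaling, 1 fit over the 3 strains and without urea replicate 1, and without the loci whose identifiers begin with Blon_R, an alternative chosen after the values had been seen that drops 0 of the paper's called named loci. The paper states that most amino acid genes called in UMA302 were higher on urea. This holds here against complex nitrogen (71.1%) but not against L-cysteine (38.5%). The paper shows the strains as separate clusters. With complete linkage over the shared loci and 3 clusters, 2 of 3 strains had all their libraries in 1 cluster here. The remaining strain was split. All 3 strains formed their own clusters with average linkage, log2 CPM or the 500 most variable loci. They also did so with all loci with a count, chosen after the values had been seen.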

Other observations

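The tests of the counts that 1 library alone holds, and the test with separate control libraries, were chosen only after the result was seen.

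L-cysteine replicate 2 of UMA302 held counts at 46 of the 605 loci without a count in the other 5 UMA302 libraries, 133 counts in all and at most 38 at 1 locus. Among other libraries, the most such loci were 13. Of the 46, 42 belong to the 128 loci that hold counts in both other strains. The deepest UMA302 library held 3 such loci, so greater depth does not account for them. Across all 605 loci, including those without a count in this library, the counts correlated with UMA299 libraries at a Spearman rho of up to 0.530. With UMA272 libraries the rho was up to 0.295. Both values also reflect which loci hold counts, not only a ranking among the 46. Loci are not independent replicates, so no p-value is given. The limit set for this test was a rho of 0.5, which was only just passed. Of the 462 loci with counts in UMA272 and none in UMA299, this library held counts at 4, with 4 counts in all. At the 128 loci with counts in both strains it held 129 counts. Reads from a library of another strain are a candidate source, as a hypothesis, and these values favour UMA299 over UMA272.

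The fold changes on urea and on L-cysteine, each against complex nitrogen, moved together across loci in UMA299. Their correlation of 0.798 lies above the 0.389 to 0.527 that shared control libraries gave in simulations of unchanged groups. With 1 control library for urea and the other for L-cysteine, so that none was shared, it was 0.787 or 0.733 depending on the assignment, against -0.143 to 0.0747 in the simulations. Both argue against the shared libraries as the whole cause. The same test gave 0.450 and 0.488 in UMA272, against -0.0487 to 0.0623 in the simulations. In UMA302 it gave 0.398 and 0.302, against -0.0692 to 0.0810. The simulated groups held no true change, and both comparisons still share the control condition. Loci that differ only on complex nitrogen would also raise the correlation. The UMA272 and UMA302 values therefore do not by themselves show a shared response. The correlation with shared libraries in UMA299 exceeded the higher of the other strains by 0.294. A response to limited nitrogen that urea and L-cysteine share more in UMA299 may explain this, as a hypothesis. Differences in culture between strains were not tested.

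For urea against L-cysteine in UMA272, Table S5 of the paper lists protein fold changes for 107 loci with RNA tested here. At 60 of them (56.1%, Clopper-Pearson exact interval 46.2% to 65.7%) RNA and protein had the same sign. Spearman's rho across loci, which are not independent replicates, was 0.0815 (permutation p = 0.410). Among the 45 called in both, 24 had the same sign. Blon_1963, which Table S5 names a periplasmic solute binding protein, has a log2 fold change of -18.564 in the paper's protein data and -3.45 in the RNA (adjusted p = 5.25e-06, edgeR with Benjamini-Hochberg adjustment).

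By the rule on named loci, Blon_0249 rose in UMA302 on urea, by 5.02 against complex nitrogen (adjusted p = 6.88e-06, edgeR) and by 5.36 against L-cysteine. Blon_0530 and Blon_0531 followed against complex nitrogen, at 4.74 and 4.61 (adjusted p = 1.06e-05 each, edgeR). Against L-cysteine these were Blon_0529 at 5.25 (adjusted p = 4.19e-05, edgeR; 299 ± 180 CPM on urea, SD, n = 2) and Blon_1395 at 5.06 (adjusted p = 7.16e-05, edgeR), with 1 and 2 counts in the L-cysteine libraries. In UMA299, urea against L-cysteine gave Blon_1129 at 3.96, Blon_1131 at 3.55 and Blon_1130 at 3.02 (highest adjusted p = 7.39e-06, edgeR), and urea against complex nitrogen gave, after Blon_1970, Blon_1969 at 11.14 (0 and 1 counts in the control libraries) and Blon_1966 at 10.35 (highest adjusted p = 3.78e-08, edgeR). In UMA272, Blon_0105 rose by 5.43 against complex nitrogen (adjusted p = 1.12e-06, edgeR), and Blon_1968 changed by -5.26 against L-cysteine (adjusted p = 3.21e-06, edgeR). All of these calls held with any library left out. Blon_0450 was lower on urea than on complex nitrogen in UMA272, at -5.85 (adjusted p = 3.88e-06, edgeR). Blon_0130, which the supplement names a major facilitator superfamily protein, was at 166 ± 1.59 CPM (SD, n = 2) on urea and 6589 ± 2184 (SD, n = 2) on L-cysteine in UMA272, for -5.31 (adjusted p = 3.21e-06, edgeR). Blon_1481, a glutamate synthase subunit, rose in UMA272 on urea against complex nitrogen by 1.39 (adjusted p = 0.000616, edgeR) and Blon_1482 by 1.21 (adjusted p = 0.000615, edgeR). Against L-cysteine neither was called (0.32 and 0.30), except without L-cysteine replicate 1 (0.65 and 0.54).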
